# A mutation in transmembrane protein 135 impairs lipid metabolism in mouse eyecups

**DOI:** 10.1038/s41598-021-04644-3

**Published:** 2022-01-14

**Authors:** Michael Landowski, Vijesh J. Bhute, Tetsuya Takimoto, Samuel Grindel, Pawan K. Shahi, Bikash R. Pattnaik, Sakae Ikeda, Akihiro Ikeda

**Keywords:** Cell biology, Genetics, Molecular biology

## Abstract

Aging is a significant factor in the development of age-related diseases but how aging disrupts cellular homeostasis to cause age-related retinal disease is unknown. Here, we further our studies on transmembrane protein 135 (*Tmem135*), a gene involved in retinal aging, by examining the transcriptomic profiles of wild-type, heterozygous and homozygous *Tmem135* mutant posterior eyecup samples through RNA sequencing (RNA-Seq). We found significant gene expression changes in both heterozygous and homozygous *Tmem135* mutant mouse eyecups that correlate with visual function deficits. Further analysis revealed that expression of many genes involved in lipid metabolism are changed due to the *Tmem135* mutation. Consistent with these changes, we found increased lipid accumulation in mutant T*mem135* eyecup samples. Since mutant *Tmem135* mice have similar ocular pathologies as human age-related macular degeneration (AMD) eyes, we compared our homozygous *Tmem135* mutant eyecup RNA-Seq dataset with transcriptomic datasets of human AMD donor eyes. We found similar changes in genes involved in lipid metabolism between the homozygous *Tmem135* mutant eyecups and AMD donor eyes. Our study suggests that the *Tmem135* mutation affects lipid metabolism as similarly observed in human AMD eyes, thus *Tmem135* mutant mice can serve as a good model for the role of dysregulated lipid metabolism in AMD.

## Introduction

The most significant risk factor for age-related diseases is aging itself. However, how aging is associated with age-related disease at the molecular level is still largely to be understood. The polygenic nature of age-related neurodegenerative diseases such as age-related macular degeneration (AMD) and Alzheimer’s disease makes identification of the molecular pathways involved more challenging^1,2^.Therefore, mouse mutants showing age-related symptoms are valuable for isolating genetic factors that contribute to aging and age-related diseases.

We identified one such mouse strain harboring a mutation in transmembrane protein 135 (*Tmem135*^*FUN025/FUN025*^) that displays signs of accelerated aging in the retina as well as pathologies observed in AMD including autofluorescent aggregates in the subretinal space, increased inflammation, and thickened retinal pigmented epithelium (RPE) at a young age^3^. These phenotypes indicated that *Tmem135* regulates retinal aging and its impairment results in age-related disease phenotypes. *Tmem135* encodes a 52 kilodalton protein with five transmembrane domains that share similarities with the Tim17 protein family, a group of proteins important for mitochondria biogenesis^3,4^. TMEM135 was originally identified as a gene associated with longevity and cold stress in C. elegans^5^. Previous studies also suggested the function of TMEM135 in lipid metabolism^5,6^. In addition, a study using transgenic mice overexpressing the *Tmem135* gene (*Tmem135* TG) showed that *Tmem135* overexpression results in RPE dysmorphogenesis and degeneration^7^. Electron micrographs of the RPE from *Tmem135*^*FUN025/FUN025*^ mice showed over-fused (elongated) mitochondrial networks while the RPE of *Tmem135* TG mice displayed over-fragmented mitochondrial networks relative to controls^3,7^. Despite their morphological differences, both *Tmem135*^*FUN025/FUN025*^ and *Tmem135* TG RPE show reduced mitochondrial function^8^. Taken together, these results strongly indicated that TMEM135 acts as a pro-mitochondrial fission factor and regulates “mitochondrial dynamics,” the collective term for the fusion, fission, and mitophagy events mitochondria undergo to preserve their shape, number and function^9^, which is critical for RPE health. One striking age-dependent phenotypic feature of *Tmem135*^*FUN025/FUN025*^ mice is the robust infiltration of IBA1- and F4/80-positive immune cells into the subretinal space^3^. Accumulation of subretinal immune cells has been associated with all stages of AMD and believed to contribute to the chronic inflammation underlying AMD. The phenotypic similarity between *Tmem135*^*FUN025/FUN025*^ mice and human AMD motivates us to identify molecular pathways underlying the retinal pathologies in *Tmem135*^*FUN025/FUN025*^ mice.

In this study, we performed RNA sequencing (RNA-Seq) of the eyecup (RPE/choroid/sclera) of *Tmem135*^*FUN025*^^*/FUN025*^ mice compared with heterozygous and wild-type (WT) mice. We found several pathways including cholesterol metabolism, fatty acid metabolism, and steroid metabolic processes were significantly upregulated in *Tmem135*^*FUN025/FUN025*^ mice. We observed increased lipid accumulations in *Tmem135*^*FUN025/FUN025*^ eyecups, which confirms the changes in lipid metabolism. Some of these gene expression changes overlap with those previously observed in human AMD-afflicted RPE/choroid samples. Our study suggests that lipid metabolism is a molecular pathway affected by the *Tmem135* mutation as observed in human AMD eyes, thus *Tmem135* mutant mice can serve as a good model for the role of dysregulated lipid metabolism in AMD.

## Results

### Heterozygous and homozygous Tmem135 mutant mice display ocular phenotypes

A mutation in *Tmem135* effects retinal homeostasis in mice^3,7^. Homozygous *Tmem135* mutant (*Tmem135*^*FUN025*^^/*FUN025*^) mice show early-onset of aging-associated retinal changes with accelerated progression and pathologies similar to those observed in AMD as early as 2 months of age^3^. At that age, heterozygous *Tmem135* mutant (*Tmem135*^*FUN025*/+^) mice did not show any ocular abnormalities (data not shown). Here, we investigated whether heterozygous *Tmem135* mutant (*Tmem135*^*FUN025*/+^) mice display ocular abnormalities at 12 months of age. No distinct morphological changes were observed in *Tmem135*^*FUN025*/+^ retinal sections compared to WT retinal sections (Fig. 1A). This contrasts the presence of photoreceptor degeneration and subretinal immune cells present in homozygous *Tmem135* mutant (*Tmem135*^*FUN025*/*FUN025*^) retinas (Fig. 1A). We quantitated photoreceptor degeneration in *Tmem135*^*FUN025*/*FUN025*^ retinas by normalizing the length of the outer nuclear layer (ONL) to the inner nuclear layer (INL) to calculate the ONL thickness (ONLT) ratio^3^. While there were no ONLT differences between WT and *Tmem135*^*FUN025*/+^, the ONLT ratios of both groups were significantly higher than those measured for the *Tmem135*^*FUN025*/*FUN025*^ retinas (Fig. 1B). Also, there were no differences in the thickness of WT and *Tmem135*^*FUN025*/+^ RPE, which is increased in *Tmem135*^*FUN025*/*FUN025*^ mice (Fig. 1B). Next, we measured visual function through electroretinography (ERG). 12-month-old *Tmem135*^*FUN025*/+^ mice had significantly smaller scotopic a-waves than WT mice except at the 30 cd*s/m^2^ flash intensity (Fig. 1C). The scotopic b-waves of *Tmem135*^*FUN025*/+^ mice were significantly decreased at 0.03, 1, 3, and 10 cd*s/m^2^ flash intensities relative to WT mice (Fig. 1D). No changes in the photopic a-wave, photopic b-wave, and c-wave were noted between WT and *Tmem135*^*FUN025*/+^ mice (1E-G). Given that scotopic ERG responses and not photopic ERG responses were changed, rods are sensitive to the heterozygosity of the *Tmem135* mutation. The scotopic a-waves and b-waves at all intensities as well as photopic a-wave, photopic b-wave, and c-wave were significantly attenuated between *Tmem135*^*FUN025*/*FUN025*^ and WT mice (Fig. 1C-G) as previously described^3^. Our data indicates both *Tmem135*^*FUN025*/+^ and *Tmem135*^*FUN025*/*FUN025*^ mice have retinal functional abnormalities by 12 months of age, but only *Tmem135*^*FUN025*/*FUN025*^ mice have pronounced retinal morphological differences compared to WT mice.

**Figure 1:**
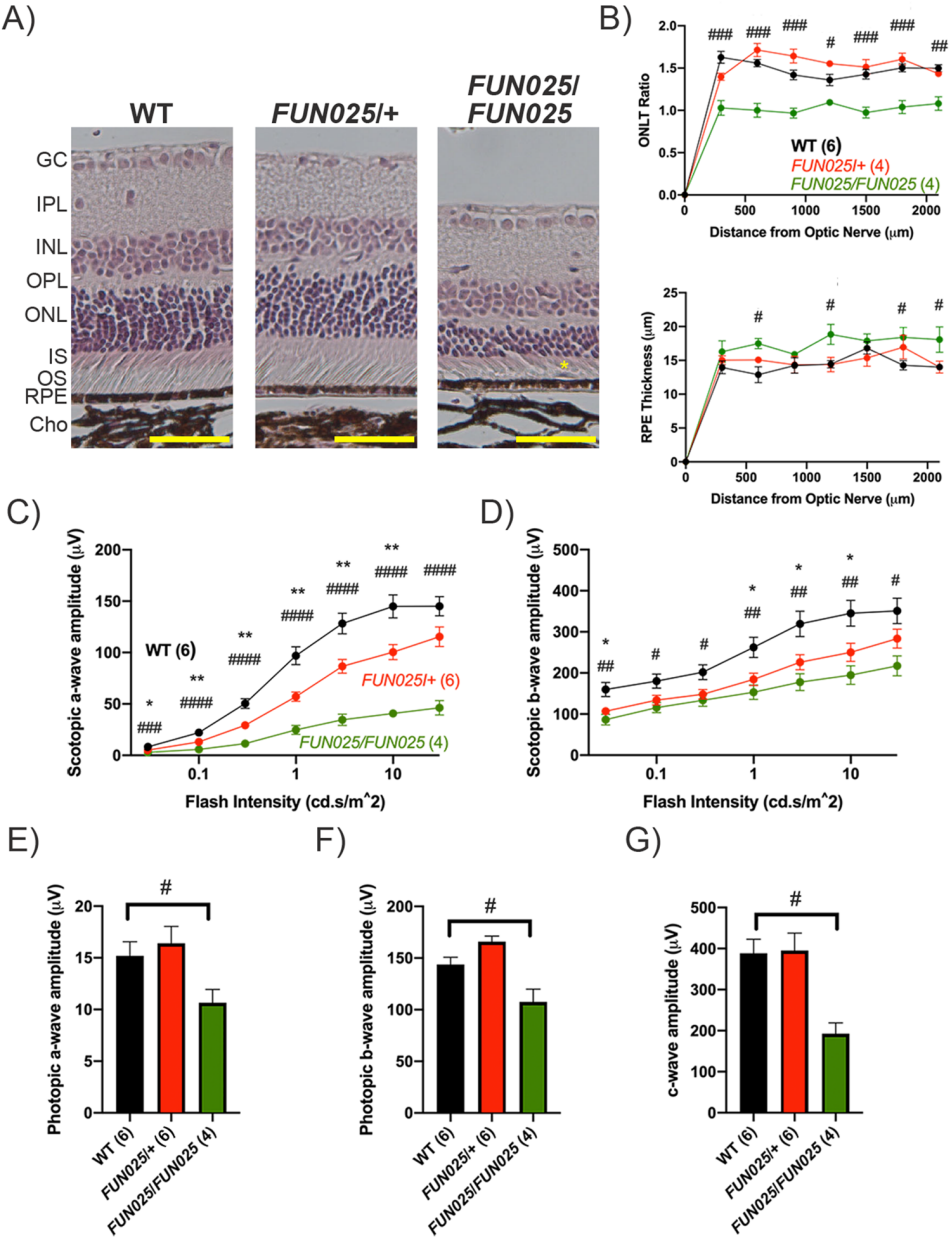
Retinal Phenotype of 12-Month-Old *Tmem135*^*FUN025*^^*/*+^ mice. (**A**) Representative images of the retinas of 12-month-old WT, *Tmem135*^*FUN025/*+^ (*FUN025/*+*)* and *Tmem135*^*FUN025/FUN025*^ (*FUN025/FUN025*) mice. Note the decreased ONL thickness and subretinal immune cell (denoted with a yellow asterisk) in the 12-month-old *Tmem135*^*FUN025/FUN025*^ retina which are not present in the 12-month-old *Tmem135*^*FUN025/*+^ mice. Magnification = 20×. Scale bar = 100 microns. (**B**) ONLT and RPE ratios. No significant differences were noted between the WT and *Tmem135*^*FUN025/*+^ mice. (**C-G**) ERG recordings for 12-month-old WT, *Tmem135*^*FUN025/*+^ and *Tmem135*^*FUN025/FUN025*^ mice during scotopic and photopic conditions. ^*^ and ^**^ indicates a P < 0.05 and *P* < 0.01 significance by post hoc Tukey test following a significant difference detected by one-way ANOVA between WT and *Tmem135*^*FUN025/*+^. ^#^, ^##^, ^###^, and ^####^ indicates a P < 0.05, P < 0.01, P < 0.001, and *P* < 0.0001significance by post hoc Tukey test following a significant difference detected by one-way ANOVA between WT and *Tmem135*^*FUN025/FUN025*^ mice. All data are mean ± s.e.m.

### Mutation in Tmem135 results in widespread transcriptional changes

To identify the origin of the retinal abnormalities due to the *Tmem135* mutation, we performed RNA-Seq on eyecups collected from 2.5-month-old WT, *Tmem135*^*FUN025*^^/+^, and *Tmem135*^*FUN025*/*FUN025*^ mice. This time point was selected in order to examine transcriptional changes in the early stage of the pathological changes in *Tmem135*^*FUN025*/*FUN025*^ mice rather than later stages that would be affected by extensive retinal degeneration (Fig. 1)^3^. These eyecup tissue preparations include the retinal pigmented epithelium (RPE), a cell-type particularly sensitive to the levels of functional TMEM135^7^ and postulated as the primary site affected by the *Tmem135*^*FUN025*^mutation^3^. 

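Posterior eyecups without the neural retina were taken from 15 mice aged 2.5 months: 4 WT, 6 heterozygous (FUN025/+) and 5 homozygous (FUN025/FUN025) for the FUN025 mutation of Tmem135. One library was made from each mouse after poly(A) selection and was sequenced as paired ends on an Illumina HiSeq instrument. The authors deposited, for every library, the number of reads counted on each of 55421 genes listed by Ensembl identifier, without normalization. The paper's text does not name the aligner, the counting program or the genome build. Symbols and positions were taken from GENCODE M21 on GRCm38, which holds 55240 of the listed genes. Total counts ranged from 18094977 to 20029919 in WT libraries (median 18209127), from 10903183 to 13456349 in FUN025/+ libraries (median 12254747) and from 11053535 to 15038383 in FUN025/FUN025 libraries (median 12704488). Every WT library was therefore deeper than every mutant library, while the ranges of the mutant genotypes overlapped. No sequencing batch is labelled, so a batch that held the WT mice alone could not be told apart from their genotype. The gene with the most counts, mt-Co1, took 1.25% to 1.68% of a library. No pair of libraries held identical values, and counts of same-genotype libraries differed by more than sampling noise, with a chi-square per gene of 3.23 to 18.9. Following the paper's methods, the 15% of genes with the lowest variance were removed, which left 47108. The paper also filtered low-abundance genes below a threshold its text does not give, and edgeR's filterByExpr was used in its place, leaving 18979 genes. Counts were scaled by edgeR's TMM method (factors 0.976 to 1.02), and all 15 mice entered one quasi-likelihood fit with Benjamini-Hochberg adjustment. Single genes are given in CPM, the counts of a gene relative to the scaled total of its library, as the mean ± SD with n = 4 WT, 6 FUN025/+ and 5 FUN025/FUN025 mice. A level of 3 counts, the smallest the depth can show, corresponded to 0.15 to 0.28 CPM, a floor that covers counting error only. The low-count filter, the scaling, the test and the use of 15 mice in one fit are choices that can change the numbers.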

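Tmem135, the mutated gene, lies on chromosome 7 from 89139714 to 89404222 of GRCm38. Its level was 63.96 ± 2.99 CPM (SD, n = 4) in WT eyecups, 75.0 ± 7.30 CPM (SD, n = 6) in FUN025/+ eyecups and 88.3 ± 4.57 CPM (SD, n = 5) in FUN025/FUN025 eyecups. Relative to WT, this is a log2 fold change of 0.23 (adjusted p = 0.0248) in FUN025/+ eyecups and of 0.47 (adjusted p = 1.48e-04) in FUN025/FUN025 eyecups by edgeR's quasi-likelihood test. With each mouse left out in turn, the change in FUN025/+ eyecups stayed between 0.19 and 0.26 and passed the threshold in all but 2 of the 15 fits, and the change in FUN025/FUN025 eyecups stayed between 0.43 and 0.49 and passed in all of them. With an offset for GC content, chosen after seeing the data, the change in FUN025/+ eyecups was 0.17 (adjusted p = 0.0756). On the first principal component of the log2 CPM values, which held 25.3% of the variance, the WT libraries lay between −44.3 and −13.5, the FUN025/+ libraries between −5.25 and 31.2 and the FUN025/FUN025 libraries between 4.65 and 24.9.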

Global transcription profiles were affected in both *Tmem135*^*FUN025*/+^ and *Tmem135*^*FUN025*/*FUN025*^ eyecups compared with WT controls. 1723 genes and 1785 genes were significantly altered (adj.p value < 0.05) in the *Tmem135*^*FUN025*/+^ and *Tmem135*^*FUN025*/*FUN025*^ genotypes relative to WT, respectively. 

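By edgeR's quasi-likelihood test, 2600 of the 18979 genes tested had an adjusted p-value under 0.05 between FUN025/+ and WT eyecups, of which 1345 were higher and 1255 lower in FUN025/+ eyecups. Between FUN025/FUN025 and WT eyecups there were 2666 such genes, of which 1334 were higher and 1332 lower. Most changes were small, with a median absolute log2 fold change of 0.32 among the genes called in FUN025/+ eyecups and of 0.35 among those called in FUN025/FUN025 eyecups. For 1729 of the 2600 genes and 2078 of the 2666 genes, the CPM values of the mutant and WT mice did not overlap. Over all genes tested this held for 10.9% and 14.8%, where 0.952% and 1.59% are expected by chance for groups of these sizes. The largest change among the alternatives came from adding the mean levels of sarcomere and phototransduction genes as covariates, with which 261 and 547 genes were called, 229 and 456 of them among the genes above. With protein-coding genes alone, chosen after seeing the data, there were 1828 and 1864 genes. Leaving out each mouse in turn gave 1446 to 2722 genes for FUN025/+ and 1528 to 2701 genes for FUN025/FUN025. WT and FUN025/+ mice share replicate numbers, although they are different animals. The deviations of same-numbered WT and FUN025/+ libraries from their group means had a mean correlation of −0.25 across genes, and with the replicate number as a block 2010 genes had an adjusted p-value under 0.05. Both comparisons set deeper WT libraries against shallower mutant libraries.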

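Of the genes with an adjusted p-value under 0.05, 1777 were called both in FUN025/+ and in FUN025/FUN025 eyecups relative to WT, where independent calls would share 365.2 genes. In these, 1775 changed in the same direction, 928 upward and 847 downward, and 2 in opposite directions. Across all genes tested, the log2 fold changes of the mutant genotypes relative to WT had a Pearson correlation of 0.88. That correlation is across genes, which are not independent replicates, and both comparisons use the same 4 WT mice, which were the deepest libraries. With protein-coding genes alone, chosen after seeing the data, 1193 genes were shared.

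**Figure D1:**
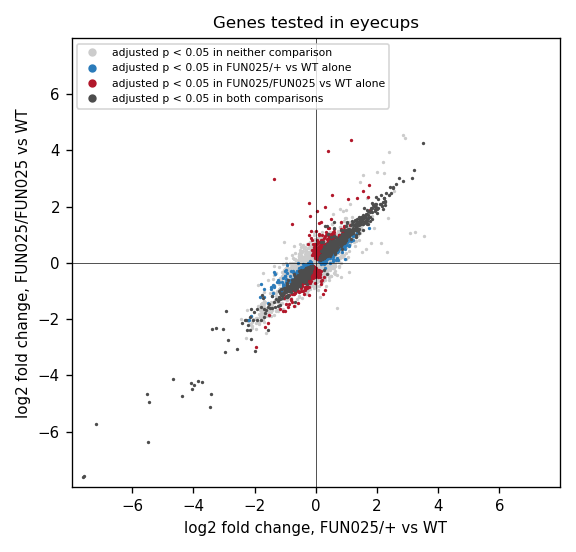
Log2 fold change relative to WT of each gene tested in FUN025/+ eyecups (x axis) and in FUN025/FUN025 eyecups (y axis), coloured by the comparison in which the adjusted p-value was under 0.05. The 1777 genes called in both lie along the diagonal, with 2 exceptions in direction.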

1112 were commonly affected between the *Tmem135*^*FUN025*/+^ and *Tmem135*^*FUN025*/*FUN025*^ eyecups compared to WT. 

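A further 823 genes were called in FUN025/+ eyecups alone and 889 in FUN025/FUN025 eyecups alone. Passing the threshold in one comparison and not in the other does not show that the genotypes differ, and most of these genes moved the same way in both: 814 of the 823 had the same direction in FUN025/FUN025 eyecups, and 833 of the 889 had the same direction in FUN025/+ eyecups. When the mutant genotypes were compared directly, 6 of the 823 genes and 68 of the 889 genes had an adjusted p-value under 0.05.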

There were 611 and 673 genes uniquely changed in *Tmem135*^*FUN025*/+^ and *Tmem135*^*FUN025*/*FUN025*^ eyecups, respectively. 

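The genes below had the largest log2 fold changes relative to WT among those with an adjusted p-value under 0.05, a mean of at least 1 CPM and no overlap between groups. Nphs1, on chromosome 7 from 30458315 to 30487223, rose from 1.18 ± 0.200 CPM in WT eyecups to 10.5 ± 1.07 CPM in FUN025/+ eyecups and 9.70 ± 1.15 CPM in FUN025/FUN025 eyecups, log2 fold changes of 3.14 (adjusted p = 2.86e-10) and 3.03 (adjusted p = 7.48e-10) from edgeR's quasi-likelihood test. Cst7, on chromosome 2 from 150570415 to 150578944, was at 0.228 ± 0.0953 CPM in WT and 4.81 ± 1.76 CPM in FUN025/FUN025 eyecups, a log2 fold change of 4.35 (adjusted p = 4.46e-07), and Cfi, on chromosome 3 from 129835884 to 129875332, had a log2 fold change of 3.96 (adjusted p = 4.25e-07) there. In FUN025/+ eyecups the next largest rises were those of Gm23935, annotated as a miRNA gene, at 2.85, and of the antisense gene Gm13938, at 2.71. In WT libraries Gm13938 and Cst7 each held 2 to 6 counts and Cfi 3 to 14, so the sizes of these rises rest on few WT counts. The largest falls were those of Gm12013, a processed pseudogene, of the long non-coding RNA gene Gm48228 and of a second gene named Myl12b (ENSMUSG00000117098) that overlaps the first. Gm12013 was at 4.65 ± 0.740 CPM in WT eyecups, at least 18.9-fold lower in FUN025/+ eyecups, where the mean was under the floor and no library held more than 4 counts, and at least 19.6-fold lower in FUN025/FUN025 eyecups, where no library held more than 3 counts. The log2 fold changes in FUN025/+ and FUN025/FUN025 eyecups were −2.97 and −3.18 for Gm48228 and −2.86 and −2.76 for the second Myl12b gene. Other genes hold 100% of the sequence of Gm23935, 96.4% of that of the second Myl12b gene, 93.9% of that of Gm48228, 66.1% of that of Gm13938 and 63.2% of that of Gm12013, counted in stretches of 31 bases, so their counts depend on how shared reads were assigned. For Nphs1 this share was 11.7%, and for Cst7 and Cfi it was 0%.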

We narrowed our RNA-seq analysis on genes with twofold expression differences in *Tmem135*^*FUN025*/+^ and *Tmem135*^*FUN025*/*FUN025*^ eyecups (Fig. 2A,B). 

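With an adjusted p-value under 0.05 and a log2 fold change beyond 1, 173 genes were higher and 103 genes lower in FUN025/+ than in WT eyecups. Pseudogenes made up 152 of them (55.1%), against 4.52% of the genes tested. The count depended on the low-count filter: requiring 10 counts in every library gave 93 higher and 24 lower genes, and applying no filter gave 199 higher and 266 lower genes. With an unadjusted p-value under 0.05, chosen after seeing the data, 229 genes were higher and 219 lower.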

In *Tmem135*^*FUN025*/+^ eyecups, there were 277 and 418 genes that had twofold upregulation and downregulation compared to WT, respectively (Fig. 2A). Similarly, there were 333 genes that had twofold upregulation and 433 genes that had twofold downregulation in *Tmem135*^*FUN025*/*FUN025*^ eyecups (Fig. 2B).

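By the same criteria, 203 genes were higher and 106 genes lower in FUN025/FUN025 than in WT eyecups. Pseudogenes made up 147 of these genes (47.6%). Without a low-count filter there were 239 higher and 258 lower genes, and with 10 counts required in every library 111 and 34. With an unadjusted p-value under 0.05, chosen after seeing the data, 260 genes were higher and 223 lower. Leaving out each mouse in turn gave 166 to 212 higher and 86 to 133 lower genes.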

**Figure 2:**
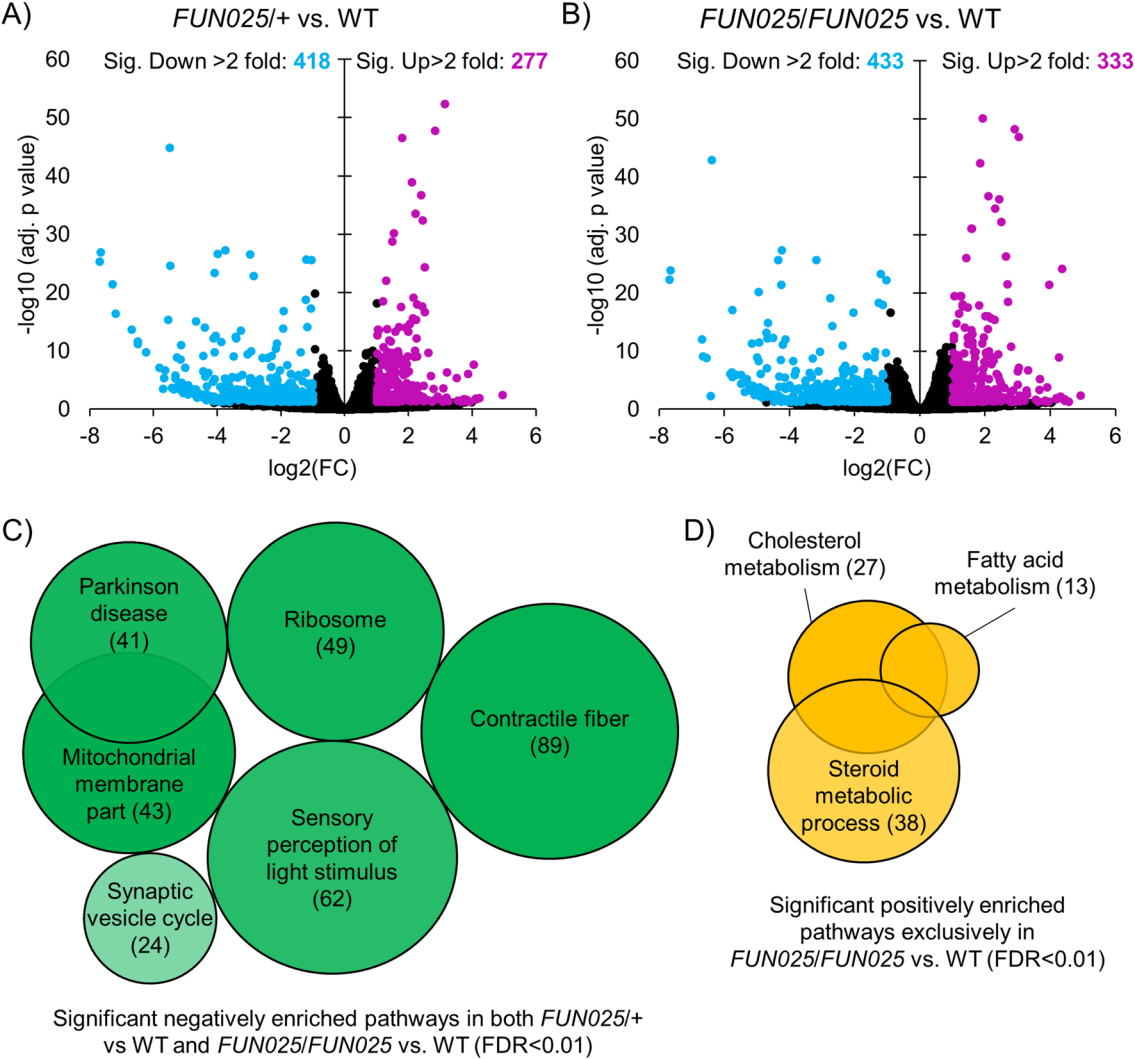
RNA-Seq analysis of 2.5-month-old heterozygous and homozygous *Tmem135* mutant eyecups compared to WT eyecups. Volcano plot highlighting differentially-expressed genes with fold changes greater than 2 that reach statistical significance (*p* < 0.05) between (**A**) *Tmem135*^*FUN025*^^/+^ (*FUN025/*+*)* and WT eyecups as well as (**B**) *Tmem135*^*FUN025/FUN025*^ (*FUN025/FUN025*) and WT eyecups. Genes that are upregulated and downregulated are highlighted in magenta and cyan, respectively. Gene Set Enrichment Analysis (GSEA) results of significantly enriched gene sets (FDR < 0.01) of (**C**) downregulated genes and (**D**) upregulated in *Tmem135*^*FUN025*/+^ and *Tmem135*^*FUN025/FUN025*^ eyecups compared to WT eyecups. The numbers within brackets indicate the number of genes in the leading edge in the gene set and the colour indicates the normalized enrichment score where the lighter tone means less enrichment and darker tone means more enrichment.

Next, we conducted gene set enrichment analysis (GSEA) to identify potential pathways which are affected due to the *Tmem135* mutation. Several pathways were significantly downregulated (FDR < 0.01) in both *Tmem135*^*FUN025*^^/+^ and *Tmem135*^*FUN025*/*FUN025*^ as compared to WT including contractile fiber, sensory perception of light stimulus, ribosome, mitochondrial membrane part, Parkinson disease, and synaptic vesicle cycle (Table 1 and Fig. 2C). 

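The databases behind these terms were not used here, and gene lists of the same subjects from general knowledge were tested with camera, a competitive test of whether the genes of a list rank higher or lower than the other genes, at an inter-gene correlation of 0.01 and with Benjamini-Hochberg adjustment over 63 tests. In FUN025/+ and FUN025/FUN025 eyecups relative to WT, the median log2 fold change was −0.15 (adjusted p = 2.09e-09) and −0.14 (adjusted p = 9.05e-08) over 84 cytosolic ribosome genes, of which 61 were lower in each. Over 83 respiratory chain genes it was −0.18 (adjusted p = 3.59e-11) and −0.16 (adjusted p = 3.00e-08), with 69 and 71 genes lower. All 36 sarcomere genes were lower in both genotypes, with medians of −0.63 (adjusted p = 5.11e-11) and −0.60 (adjusted p = 1.50e-08). Over 37 phototransduction genes the medians were −1.44 (adjusted p = 5.57e-05) and −1.46 (adjusted p = 1.06e-05), and over 26 synaptic vesicle genes −0.33 (adjusted p = 0.00410) and −0.36 (adjusted p = 0.00378). Most single genes of the last lists did not pass the threshold over all genes: 10 and 8 sarcomere genes, 1 and 3 phototransduction genes and 3 and 4 synaptic vesicle genes were lower with an adjusted p-value under 0.05. Adjusted over each list alone, 20 and 19 sarcomere, 0 and 3 phototransduction and 5 and 5 synaptic vesicle genes passed. The libraries of one genotype also spread widely, and 4 of the 11 mutant libraries had a mean phototransduction level at or above the lowest WT library, as 1 FUN025/+ library did for sarcomere genes. With the inter-gene correlation estimated from the data, none of these 5 lists passed the threshold in either comparison, with adjusted p-values from 0.201 to 0.448. With the replicate number as a block, the medians in FUN025/+ eyecups were −0.17 for ribosome, −0.22 for respiratory chain, −0.80 for sarcomere, −0.75 for phototransduction and −0.29 for synaptic vesicle genes, all past the threshold with camera. With each mouse left out in turn, phototransduction medians ran from −1.83 to −0.47 in FUN025/+ and from −1.75 to −0.60 in FUN025/FUN025 eyecups. Ribosome medians ran from −0.20 to −0.089 and from −0.18 to −0.083.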

On the other hand, several pathways including cholesterol metabolism, fatty acid metabolism, and steroid metabolic processes were significantly upregulated (FDR < 0.01) exclusively in *Tmem135*^*FUN025*/*FUN025*^ eyecups relative to WT (Table 1 and Fig. 2D). 

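The list of 25 sterol synthesis genes had a median log2 fold change of 0.50 in FUN025/FUN025 relative to WT eyecups (camera, adjusted p = 1.66e-15). In it, 24 genes were higher, 18 of them with an adjusted p-value under 0.05 from edgeR's quasi-likelihood test over all genes and 22 genes when adjusted over the list alone. The list of 29 fatty acid synthesis genes had a median of 0.22 (camera, adjusted p = 4.78e-10). In it, 26 genes were higher, 14 of them past the threshold, and 3 were lower, 1 of them past the threshold. When adjusted over the list alone, 16 genes passed. With the inter-gene correlation estimated from the data, the adjusted p was 0.0462 for the first list and 0.00728 for the second. Among single genes, Insig1 rose from 75.9 ± 11.3 CPM (SD, n = 4) in WT to 177 ± 18.7 CPM (SD, n = 5) in FUN025/FUN025 eyecups, a log2 fold change of 1.22 (standard error 0.098, adjusted p = 5.05e-07). Scd2 rose from 511 ± 24.0 CPM to 1261 ± 49.4 CPM, a log2 fold change of 1.30 (standard error 0.070, adjusted p = 2.40e-09). The log2 fold changes of Hmgcs1, Sqle, Fads1 and Fads2 were 0.67, 0.54, 0.73 and 0.53, with adjusted p-values between 6.52e-08 and 1.48e-04. Other genes hold 14.6% of the sequence of Hmgcs1.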

Importantly, none of the pathways were significantly upregulated (FDR < 0.01) between *Tmem135*^*FUN025*/+^ and WT eyecups (Table 1). 

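In FUN025/+ relative to WT eyecups, the sterol synthesis list had a median log2 fold change of 0.26 (camera, adjusted p = 3.10e-07), with 23 of 25 genes higher and 10 of them past an adjusted p-value of 0.05. The fatty acid synthesis list had a median of 0.076 (camera, adjusted p = 0.00575), with 21 of 29 genes higher and 6 past the threshold. With the inter-gene correlation estimated from the data, the adjusted p was 0.201 for the sterol list and 0.208 for the fatty acid list, neither of which passes. With the replicate number as a block, the medians were 0.20 (camera, adjusted p = 7.33e-06) and 0.059 (camera, adjusted p = 0.0276). Preranked enrichment of the log2 fold changes with fgsea gave an adjusted p of 0.0035 for the sterol list and 0.149 for the fatty acid list. Single genes past the threshold in FUN025/+ eyecups were Insig1, with a log2 fold change of 0.58 (adjusted p = 6.88e-04 from edgeR's quasi-likelihood test), Hmgcs1 at 0.45 (adjusted p = 0.00248), Scd2 at 0.36 (adjusted p = 0.00159) and Sqle at 0.32 (adjusted p = 0.00901).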

Our results show there are distinct pathways disrupted by the *Tmem135* mutation in the murine eyecup.

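The lists were also compared directly between the mutant genotypes. From FUN025/+ to FUN025/FUN025 eyecups, the median log2 fold change was 0.22 for sterol synthesis genes (camera, adjusted p = 1.01e-15) and 0.14 for fatty acid synthesis genes (adjusted p = 2.74e-16). It was 0.011 for cytosolic ribosome genes (adjusted p = 0.250), 0.059 for sarcomere genes (adjusted p = 0.190), −0.11 for phototransduction genes (adjusted p = 0.269) and −0.034 for synaptic vesicle genes (adjusted p = 0.748), none of which passed the threshold. Respiratory chain genes passed it with a median of 0.021 (adjusted p = 0.0306), but not with the rotation test fry (adjusted p = 0.70). The sterol and fatty acid lists passed with fry (adjusted p = 0.011 and 3.77e-06). With the inter-gene correlation estimated from the data, they passed less clearly (camera, adjusted p = 0.0462 and 0.00119). As single genes, 2 of the 25 sterol genes were higher past the threshold. Of the 29 fatty acid genes, 8 were higher and 1 lower past it. With the replicate number as a block, ribosome, sarcomere and phototransduction genes passed as well, with medians of 0.029 (camera, adjusted p = 0.0189), 0.19 (adjusted p = 0.00308) and −0.21 (adjusted p = 0.0454), and phototransduction genes also passed with fgsea (adjusted p = 0.0141). From terms lowered in both mutant genotypes and lipid terms raised in FUN025/FUN025 eyecups, the paper concludes that distinct pathways are disrupted by the mutation.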

**Table 1:** Pathway analysis using Gene Set Enrichment Analysis on *Tmem135*^*FUN025*^^/+^ and *Tmem135*^*FUN025*/*FUN025*^ compared to WT gene sets*.

**Description**	***Tmem135***^***FUN025***^^**/+**^** vs WT**		***Tmem135***^***FUN025***^^**/*FUN025***^** vs WT**	
	**NES**	**FDR**	**NES**	**FDR**
WP4346: Cholesterol metabolism			2.71	0
mmu01212: Fatty acid metabolism			2.53	0
GO:0,008,202: Steroid metabolic process			2.33	0.0023
mmu04721: Synaptic vesicle cycle	− 1.78	0.0225	− 1.88	0.0058
GO:0,050,953: Sensory perception of light stimulus	− 2.11	0.0009	− 1.97	0.0141
mmu05012: Parkinson disease	− 2.17	0	− 2.01	0.0012
mmu03010: Ribosome	− 2.21	0	− 2.03	0.0018
GO:0,043,292: Contractile fiber	− 2.22	0	− 2.06	0
GO:0,044,455: Mitochondrial membrane part	− 2.13	0	− 2.1	0

*FDR cut-off of 0.01 is used for analysis. Empty cells indicate FDR was greater than 0.01.

### Transcriptomic differences between heterozygous and homozygous Tmem135 mutant mice

To further elucidate important pathways perturbed by the *Tmem135* mutation, we undertook a differential analysis focusing on the *Tmem135*^*FUN025*^^/+^ and *Tmem135*^*FUN025*/*FUN025*^ genotypes. There were 84 genes which showed significant differences (adj. *p* < 0.05), and 27 of these genes had more than two-fold expression changes. 

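By edgeR's quasi-likelihood test on all 15 mice, 99 of 18979 genes had an adjusted p-value under 0.05 between FUN025/FUN025 and FUN025/+ eyecups, and 17 of them had a log2 fold change beyond 1. The groups' CPM values did not overlap for 92 of the 99 genes, and for 1.12% of all genes tested, where 0.433% is expected by chance. Of the 99 genes, 84 were also called between FUN025/FUN025 and WT eyecups, and 77 were not called between FUN025/+ and WT eyecups. The alternative that moved the count most was DESeq2's Wald test, with 171 genes. Leaving out each mouse in turn gave 68 to 110 genes. The depths of these libraries overlap, unlike those of the comparisons with WT.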

5 of these genes had twofold decreased expression whereas 22 genes had twofold increased expression in *Tmem135*^*FUN025*/+^ eyecups relative to *Tmem135*^*FUN025*/*FUN025*^ eyecups (Fig. 3A). 

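Relative to FUN025/+ eyecups, 62 of the 99 genes were higher and 37 lower in FUN025/FUN025 eyecups. Beyond a log2 fold change of 1, 16 genes were higher and 1 lower in FUN025/FUN025 eyecups, so that FUN025/+ eyecups had 16 genes at a lower level and 1 at a higher level than FUN025/FUN025 eyecups. Among the largest rises in FUN025/FUN025 eyecups were those of Cfi and Cst7. Cfi had a log2 fold change of 3.57 (standard error 0.29, adjusted p = 1.45e-06), and Cst7 had a log2 fold change of 3.19 (standard error 0.30, adjusted p = 7.56e-06). The largest falls were those of the long non-coding RNA gene Gm33489, at −1.33 (adjusted p = 2.03e-04), of Epha8, at −0.93 (adjusted p = 0.0110), and of Pde6c, at −0.90 (adjusted p = 0.00767). At most 4.35% of the sequence of any of these 5 genes is held by other genes. With DESeq2's Wald test, 16 genes were higher and 3 lower beyond the same fold change.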

We performed GSEA to identify pathways enriched in *Tmem135*^*FUN025*/*FUN025*^ eyecups relative to *Tmem135*^*FUN025*/+^ eyecups. There was significant enrichment of cholesterol metabolism (NES = 2.32, FDR = 0.013) (Fig. 3B), peroxisome proliferator-activated receptor (PPAR) signalling (NES = 2.28, FDR = 0.011) (Fig. 3C), and complement and coagulation cascades (NES = 2.18, FDR = 0.04) (Fig. 3D) in *Tmem135*^*FUN025*/*FUN025*^ eyecups when compared with *Tmem135*^*FUN025*/+^ eyecups. These genes were unchanged between *Tmem135*^*FUN025*/+^ and WT eyecups (Fig. 3B,D). 

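The lists below are the genes named in the heatmaps of Fig. 3, which the paper selected from these data, so that their change between the mutant genotypes is no independent test. From FUN025/+ to FUN025/FUN025 eyecups, all 26 cholesterol metabolism genes tested were higher, with a median log2 fold change of 0.32 and 9 past an adjusted p-value of 0.05 over all genes. All 9 PPAR signalling genes tested were higher, with a median of 0.38 and 5 past the threshold, and all 9 complement and coagulation genes tested were higher, with a median of 0.79 and 3 past the threshold. With each mouse left out in turn, the complement and coagulation median ran from 0.50 to 0.82. Adjusted over each list alone, 25, 9 and 7 genes passed. Elovl3 of the first list, Ucp1 of the second, and F11 and F9 of the third did not pass the low-count filter. Between the same genotypes, all 7 brown fat genes tested were higher, with a median of 0.51 (camera, adjusted p = 0.00128) and 0 past the threshold. Of 18 macrophage genes, 14 were higher and 4 lower, with a median of 0.19 (camera, adjusted p = 4.35e-08) and 2 past the threshold. No link of these rises to the lists of Fig. 3 was tested. Scd1, on chromosome 19 from 44394455 to 44407879, which belongs to the lists of Fig. 3B and Fig. 3C, was at 98.2 ± 12.5 CPM (SD, n = 6) in FUN025/+ and 344 ± 30.9 CPM (SD, n = 5) in FUN025/FUN025 eyecups, a log2 fold change of 1.81 (standard error 0.095, adjusted p = 4.46e-08 from edgeR's quasi-likelihood test). With each mouse left out in turn it stayed between 1.74 and 1.85. Scd2 had a log2 fold change of 0.94 (adjusted p = 4.46e-08) and Insig1 of 0.64 (adjusted p = 7.28e-04), while Sqle at 0.22 (adjusted p = 0.350) and Hmgcs1 at 0.22 (adjusted p = 0.550) did not pass.

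**Figure D2:**
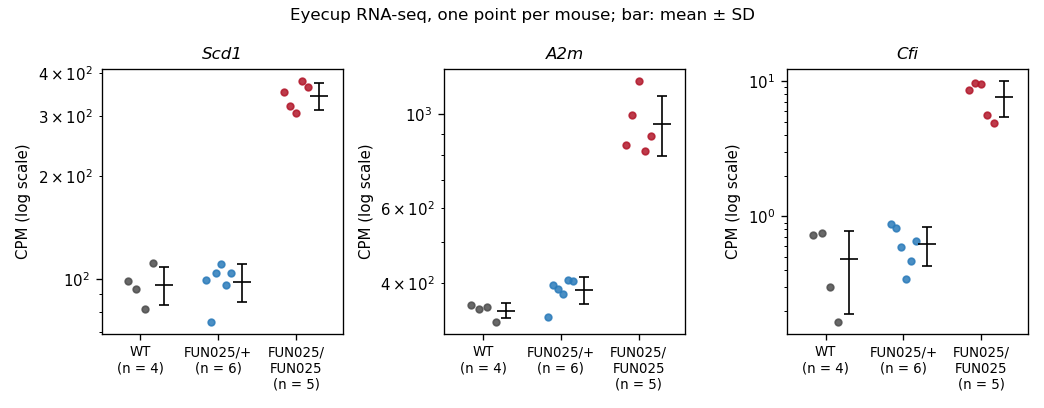
CPM (log scale) of Scd1, A2m and Cfi in eyecups by genotype, with a point for each mouse and the mean ± SD beside it. The FUN025/FUN025 mice lie above all WT and FUN025/+ mice for the 3 genes, and the WT and FUN025/+ mice overlap.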

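Between FUN025/+ and WT eyecups, the genes of Fig. 3B had a median log2 fold change of 0.11 (camera, adjusted p = 8.60e-05), with 22 of 26 higher, and 8 of the 26 were higher with an adjusted p-value under 0.05. With the inter-gene correlation estimated from the data, this list did not pass (adjusted p = 0.113), and with the replicate number as a block its median was 0.090 (camera, adjusted p = 4.35e-04). Of the 9 genes of Fig. 3C tested, 1 was higher and 1 lower past the threshold, and the median was 0.029 (adjusted p = 0.554). None of the 9 genes of Fig. 3D tested passed the threshold, and their median was −0.10 (adjusted p = 0.554). Scd1 was at 96.2 ± 12.2 CPM (SD, n = 4) in WT eyecups, and its log2 fold change of 0.029 in FUN025/+ eyecups was smaller than its standard error of 0.10 (adjusted p = 0.881). The direction of this difference turned with the sarcomere and phototransduction covariates (−0.15). Fads1, at 0.16 (adjusted p = 0.0423), passed the threshold with all 15 mice and lost it in 10 of the 15 fits that left out a mouse.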

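Among the complement and coagulation genes, A2m, on chromosome 6 from 121635376 to 121679227, was at 344 ± 13.8 CPM (SD, n = 4) in WT, 384 ± 27.9 CPM (SD, n = 6) in FUN025/+ and 949 ± 154 CPM (SD, n = 5) in FUN025/FUN025 eyecups. Its log2 fold change from FUN025/+ to FUN025/FUN025 eyecups was 1.31 (standard error 0.082, adjusted p = 4.46e-08 from edgeR's quasi-likelihood test). Cfi was at 0.630 ± 0.203 CPM in FUN025/+ and 7.66 ± 2.26 CPM in FUN025/FUN025 eyecups, a log2 fold change of 3.57 (adjusted p = 1.45e-06). C4b, of whose sequence 48.8% is held by other genes, rose by 0.79 on the log2 scale (adjusted p = 4.23e-05). C1qa rose by 0.40 (adjusted p = 0.410), which was not past the threshold. Its levels in WT and FUN025/+ eyecups were 85.0 ± 15.7 and 76.1 ± 15.6 CPM against 100.4 ± 5.98 CPM in FUN025/FUN025 eyecups. FUN025/+ replicate 2 was at 106 CPM, and the other FUN025/+ libraries were at 63.1 to 76.9 CPM. With each mouse left out in turn, the rise of C1qa ran from 0.36 to 0.52 and passed the threshold in 1 of the 15 fits.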

Our results implicate cholesterol metabolism, PPAR signalling and complement and coagulation cascades as important pathways underlying the pathology development in *Tmem135*^*FUN025*/*FUN025*^ mice.

**Figure 3:**
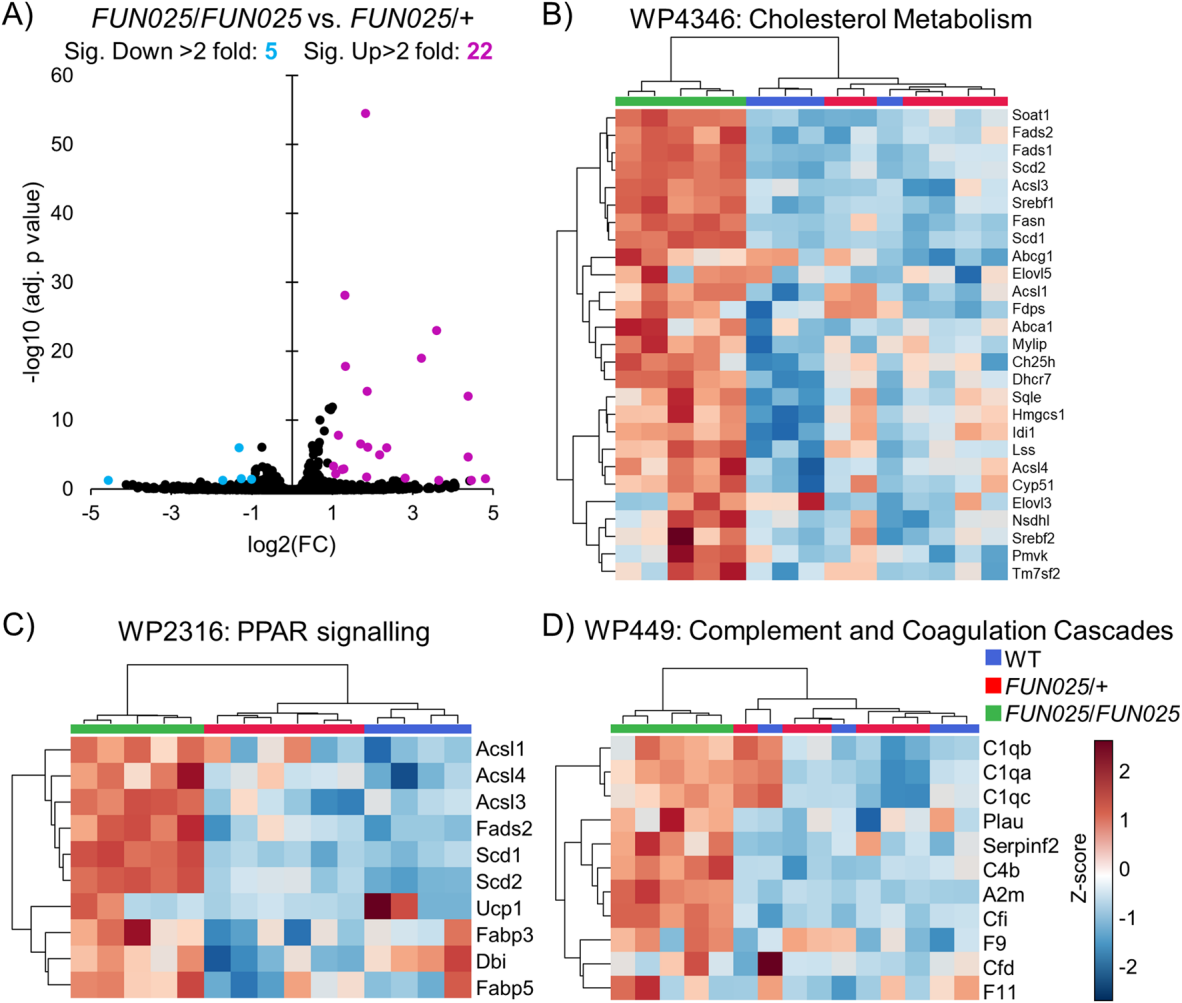
RNA-Seq analysis of 2.5-month-old homozygous *Tmem135* mutant eyecups compared to heterozygous *Tmem135* mutant eyecups. (**A**) Volcano plot highlighting differentially-expressed genes with fold changes greater than 2 that reach statistical significance (*p* < 0.05) between *Tmem135*^*FUN025/FUN025*^ (*FUN025/FUN025*) and *Tmem135*^*FUN025/*+^ (*FUN025*/+) eyecups. Genes that are upregulated and downregulated are highlighted in magenta and cyan, respectively. Heatmaps of differentially-expressed genes in the leading edge with greater than log2 fold changes between *Tmem135*^*FUN025/FUN025*^ and *Tmem135*^*FUN025/*+^ eyecups involved in (**B**) cholesterol metabolism, (**C**) PPAR signalling, and (**D**) complement and coagulation cascades which were identified using gene set enrichment analysis. These genes were unchanged between *Tmem135*^*FUN025/*+^ and WT eyecups.

### Correlations between differential gene expression and number of Tmem135 mutant alleles

We determined if any of the genes with differential expression correlated with the number of *Tmem135* mutant alleles. 

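Correlation with the number of mutant alleles (0, 1 or 2) was computed for each gene as Pearson's r of its log2 CPM (prior count 2) over the 15 mice, with the p-value of limma's moderated linear trend and Benjamini-Hochberg adjustment over 18979 genes. The paper's text does not name the coefficient or the test. At an FDR of 0.01, 389 genes were correlated, 232 positively and 157 negatively. The alternatives ranged widely: Spearman's rho gave 92 genes (56 positive and 36 negative), Pearson's r tested gene by gene gave 113 (72 and 41), and adjustment over differentially expressed genes alone gave 1638. Leaving out each mouse in turn gave 126 to 422 genes. With edgeR's linear trend 407 genes were correlated, and 140 (73 and 67) with the replicate number as a block. The genes listed in Fig. 4A and Fig. 4B are the paper's own calls on these data. All 37 genes of Fig. 4A passed, with r from 0.87 to 0.98. The 35 genes of Fig. 4B had r from −0.96 to −0.84, and 34 of them passed, the exception being Ttc32 (FDR 0.0203). The mean level followed the order of the genotypes in 352 of the 389 genes. Between FUN025/+ and WT eyecups, 311 of the 389 had an adjusted p-value under 0.05, between FUN025/FUN025 and FUN025/+ eyecups 42 did, and 13 did in both. The number of alleles does not vary within a genotype, so the relation could not be computed within one, and WT mice, at the end of the scale, had the deepest libraries.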

72 genes had significant correlations (FDR < 0.01) with the *Tmem135* mutation status of mice where 35 genes were downregulated and 37 genes were upregulated in *Tmem135*^*FUN025*^^/*FUN025*^ eyecups when compared with WT eyecups (Fig. 4A, B). We used signalling network analysis to identify potential mechanisms which might be affected in a mutation dependent manner. 

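Bcor, on chromosome X from 12036740 to 12160355, was at 81.8 ± 1.66 CPM (SD, n = 4) in WT, 77.1 ± 3.15 CPM (SD, n = 6) in FUN025/+ and 70.4 ± 1.91 CPM (SD, n = 5) in FUN025/FUN025 eyecups. Over the 15 mice its Pearson's r with the number of mutant alleles was −0.89 (permutation test, two-sided p = 4e-05) and its Spearman's rho was −0.88 (permutation test, two-sided p = 6e-05). This is 1 of 12 such correlations tested by permutation, and the Benjamini-Hochberg adjusted values were 5.33e-05 and 9e-05. Allele numbers tie within a genotype, so that 36 pairs of mice are farthest from the median; without each pair in turn, r stayed between −0.91 and −0.84. The fall was −0.22 on the log2 scale in FUN025/FUN025 relative to WT eyecups (adjusted p = 0.00265 from edgeR's quasi-likelihood test). It was −0.084 in FUN025/+ relative to WT eyecups (adjusted p = 0.183) and −0.13 in FUN025/FUN025 relative to FUN025/+ eyecups (adjusted p = 0.268), neither of which passed the threshold.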

We identified BCL6 corepressor (*Bcor*) which had a negative correlation score of -0.9. BCOR can repress the transcription of target genes by interacting with histone deacetylases (HDACs) (Fig. 4C) and non-canonical polycomb recessive complex 1 (PRC1) that can downregulate peroxisome proliferator activated receptor gamma (*Pparg*) expression (Fig. 4D). We also observed a very strong positive correlation of 0.98 for isocitrate dehydrogenase 1 (*Idh1*) which was significantly increased in *Tmem135*^*FUN025*/*FUN025*^ mice. 

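Idh1, on chromosome 1 from 65158616 to 65186500, was at 76.5 ± 1.78 CPM (SD, n = 4) in WT, 90.8 ± 2.67 CPM (SD, n = 6) in FUN025/+ and 108 ± 3.89 CPM (SD, n = 5) in FUN025/FUN025 eyecups, and the 3 groups did not overlap. Its Pearson's r with the number of mutant alleles was 0.98 and its Spearman's rho 0.94, each with a two-sided permutation p of 1e-05, the smallest that 100000 resamples can give (2.4e-05 and 4e-05 after adjustment over the 12 correlations). Without each pair of mice farthest from the median in turn, r stayed between 0.97 and 0.98. By edgeR's quasi-likelihood test, the log2 fold change was 0.50 (adjusted p = 3.67e-07) from WT to FUN025/FUN025 eyecups, 0.25 (adjusted p = 5.18e-04) from WT to FUN025/+ eyecups and 0.25 (adjusted p = 0.00161) from FUN025/+ to FUN025/FUN025 eyecups. The first of these stayed between 0.47 and 0.51 with each mouse left out in turn.

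**Figure D3:**
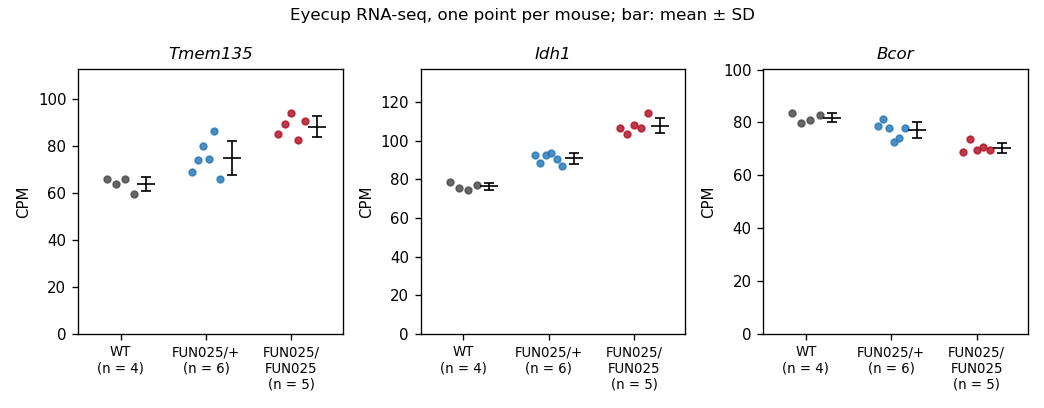
CPM of Tmem135, Idh1 and Bcor in eyecups by genotype, with a point for each mouse and the mean ± SD beside it. Idh1 rises and Bcor falls with each mutant allele, and the ranges of Tmem135 and Bcor in FUN025/+ mice meet those of a neighbouring genotype.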

*Idh1* expression can be regulated by FOXO transcription factors and sterol regulatory element binding proteins (SREBFs) (Fig. 4E), both of which play important roles in lipid metabolism^10,11^. This analysis reveals a set of genes whose expression is correlated with the amount of functional TMEM135 and connected with transcriptomic pathways disrupted by the *Tmem135* mutation.

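Tmem135 itself was among the correlated genes, with Pearson's r of 0.89 (permutation test, two-sided p = 3e-05) and Spearman's rho of 0.88 (permutation test, two-sided p = 4e-05) over the 15 mice, and r between 0.84 and 0.89 without each pair of mice farthest from the median. Among lipid genes, r was 0.96 for Insig1, 0.95 for Scd2, 0.94 for Acaca and 0.85 for Scd1, with two-sided permutation p-values of 1e-05, 1e-05, 1e-05 and 1.5e-04. The high r of Scd1 reflects a rise in FUN025/FUN025 eyecups alone, since its levels in WT and FUN025/+ eyecups overlapped. Over the genes of Fig. 4A, 25 of 37 had an adjusted p-value under 0.05 already between FUN025/+ and WT eyecups, as did 27 of the 35 genes of Fig. 4B. Between FUN025/FUN025 and FUN025/+ eyecups, 18 of the 37 and 4 of the 35 genes passed. These relations are with the number of mutant alleles, and the amount of TMEM135 protein was not measured in these libraries.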

**Figure 4:**
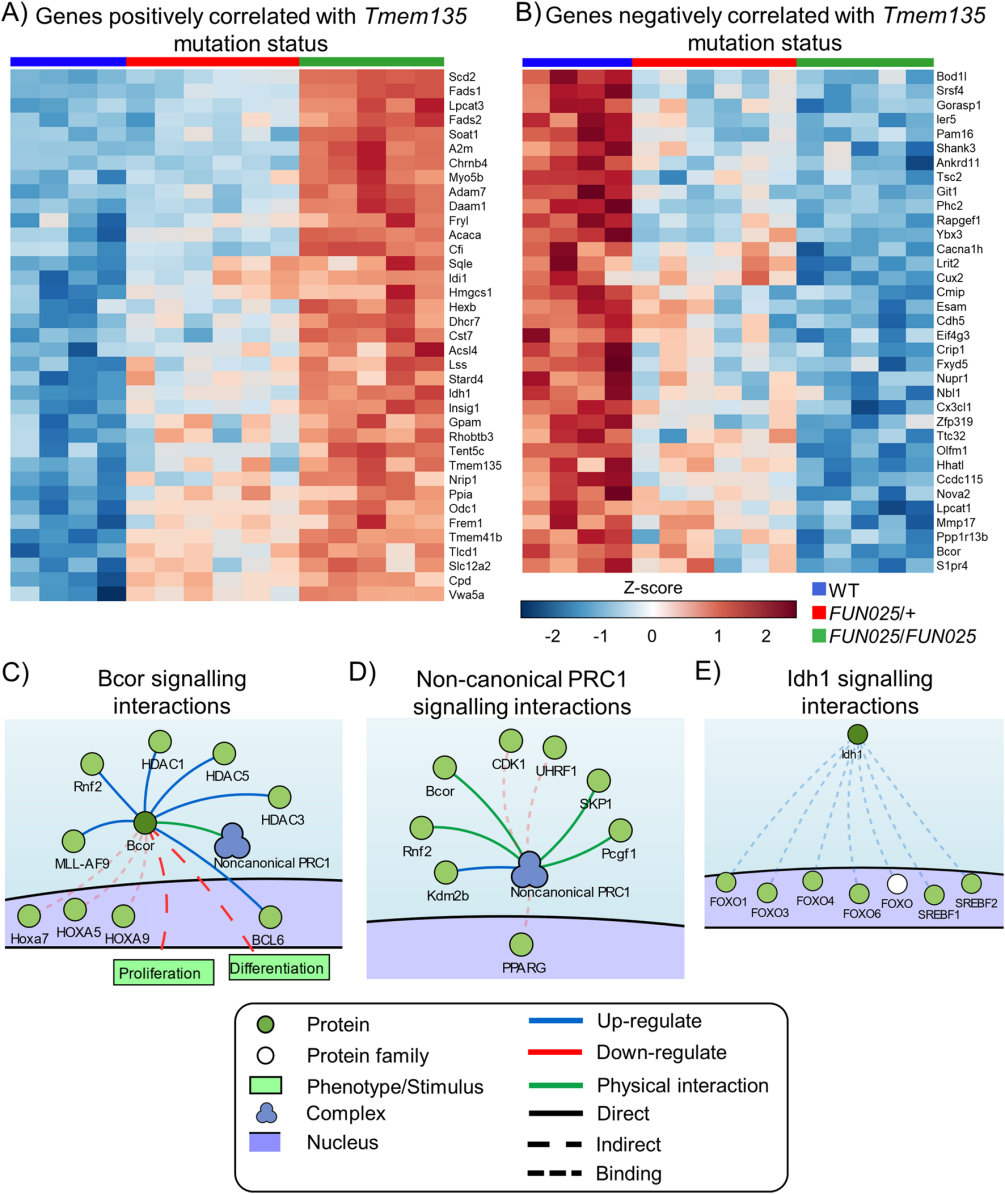
Correlation analysis highlights important signalling pathways affected by *Tmem135* mutations. Heatmap of genes which are significantly (**A**) positively and (**B**) negatively correlated (FDR < 0.01) with the number of mutant *Tmem135* alleles in 2.5-month-old WT, *Tmem135*^*FUN025*^^*/*+^, and *Tmem135*^*FUN025/FUN025*^ eyecups. Signalling network highlights interactions of (**C**) BCL6 corepressor (*Bcor*), (**D**) non-canonical polycomb recessive complex 1 (PRC1), and (**E**) isocitrate dehydrogenase 1 (*Idh1*). Network generated using the SIGnalling Network Open Resource (SIGNOR 2.0).

### Lipid levels in heterozygous and homozygous Tmem135 mutant mice

To validate our RNA-Seq results, we determined lipid levels within the eyecups of *Tmem135*^*FUN025*^^/+^ and *Tmem135*^*FUN025*/*FUN025*^ mice. We prepared eyecup samples from 3-month-old and 12-month-old WT, *Tmem135*^*FUN025*/+^, and *Tmem135*^*FUN025*/*FUN025*^ mice to measure cholesterol concentrations. We detected significant increases of cholesterol in 3-month-old *Tmem135*^*FUN025*/*FUN025*^ eyecups (21.97 ± 1.45 μM/mg) compared to WT (15.85 ± 4.35 μM/mg) and *Tmem135*^*FUN025*/+^ eyecups (14.37 ± 1.94 μM/mg) (Fig. 5A). Similar increases in cholesterol were observed in 12-month-old *Tmem135*^*FUN025*/*FUN025*^ eyecups (19.76 ± 4.79 μM/mg) relative to WT (9.92 ± 3.46 μM/mg) and *Tmem135*^*FUN025*/+^ (12.49 ± 4.38 μM/mg) (Fig. 5B). We prepared RPE flat mounts from 3-month-old and 12-month-old WT, *Tmem135*^*FUN025*/+^, and *Tmem135*^*FUN025*/*FUN025*^ mice for staining with HSC LipidTox Red that detects neutral lipids and allows for their visualization. We detected an age-dependent increase of neutral lipid accumulations in *Tmem135*^*FUN025*/*FUN025*^ RPE flat mounts compared to WT and *Tmem135*^*FUN025*/+^ flat mounts (Fig. 5C). Together, these data support the increased expression of genes involved in lipid metabolism by showing increased lipid accumulations in *Tmem135*^*FUN025*/*FUN025*^ eyecups.

**Figure 5:**
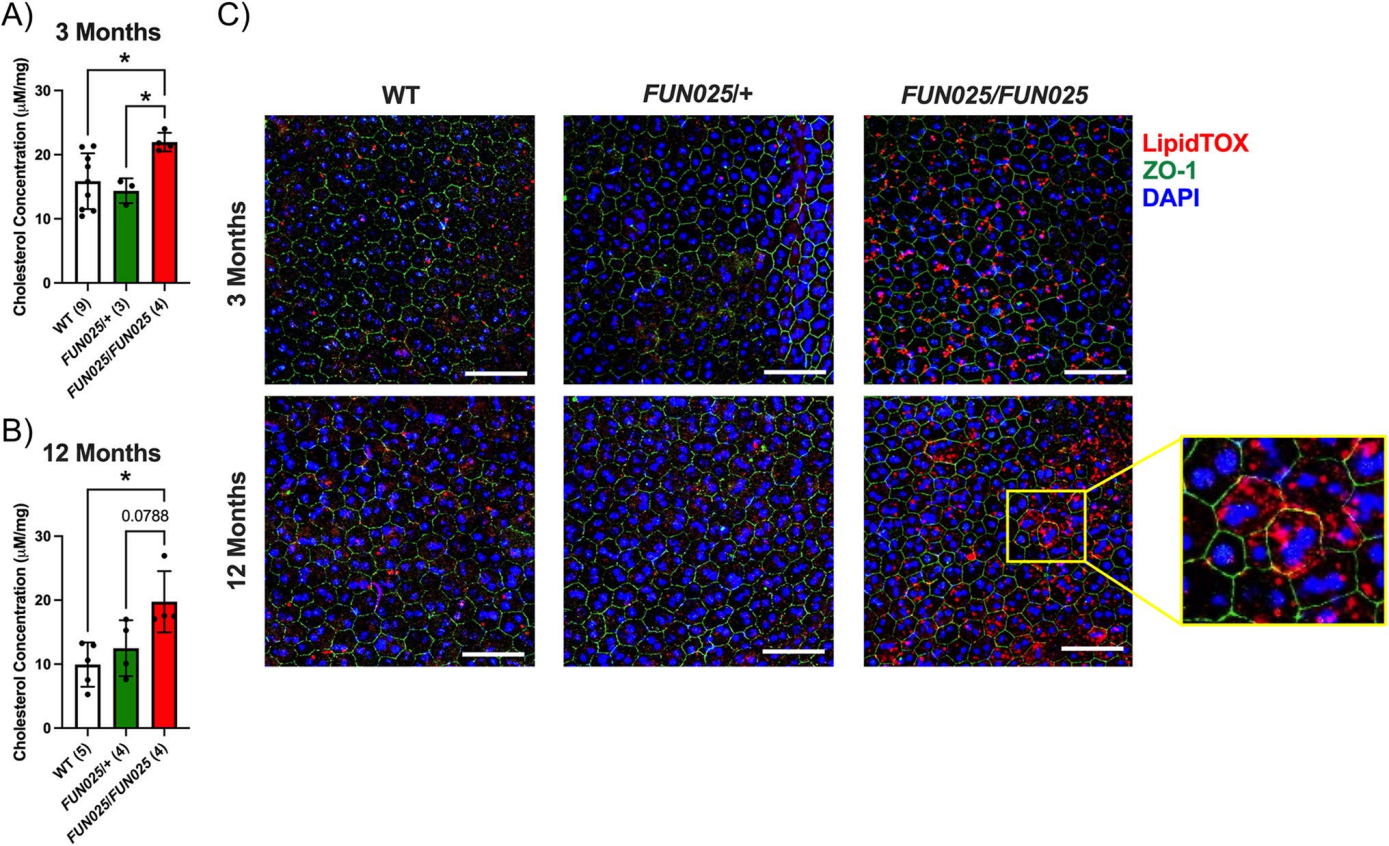
Lipid Levels in WT, Heterozygous and Homozygous *Tmem135* Mutant Eyecups. Cholesterol levels in eyecups of (**A**) 3-month-old and (**B**) 12-month-old WT, *Tmem135*^*FUN025*^^*/*+^ (*FUN025/* +)*,* and *Tmem135*^*FUN025/FUN025*^ (*FUN025/FUN025*) mice. * indicates a *P* < 0.05 significance by post hoc Tukey test following a significant difference detected by one-way ANOVA. Numbers with brackets denote number of mice used for experiment. Each dot represents each individual sample. Data is presented as mean ± s.d.. (**C**) Representative RPE flat mount images after labelling for tight junctions (green) and staining for neutral lipids (red) and nuclei (blue). Mag = 20×, Scale Bar = 25 microns.

### Lipid metabolic gene expression in eyecups and neural retinas

The RPE is a major tissue involved in lipid metabolism within the retina^12^. Since we detected significant lipid metabolic transcriptional changes from our RNA-seq study, we explored whether these changes were unique to the posterior eyecup containing the RPE. 

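The RNA-seq levels of the transcription factors and lipid synthesis genes in these eyecups were as follows. Srebf1, all transcripts counted together, was at 176 ± 13.9 CPM (SD, n = 6) in FUN025/+ and 278 ± 19.1 CPM (SD, n = 5) in FUN025/FUN025 eyecups, a log2 fold change of 0.66 (standard error 0.067, adjusted p = 1.47e-05 from edgeR's quasi-likelihood test). Fasn was at 149 ± 11.6 and 195 ± 5.04 CPM, a log2 fold change of 0.39 (adjusted p = 1.39e-04). Acaca was at 81.0 ± 2.37 and 96.0 ± 1.26 CPM, a log2 fold change of 0.25 (adjusted p = 0.00804), and 56.8% of its sequence is held by other genes. Srebf2 was at 176 ± 12.4 and 197 ± 20.7 CPM, and its log2 fold change of 0.16 (standard error 0.063, adjusted p = 0.599) did not pass the threshold. These libraries hold no neural retina, so they carry no value for the tissue comparison.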

We prepared cDNA from RNA individually isolated from the posterior eyecup and neural retinas of 2.5-month-old *Tmem135*^*FUN025*^^/+^ and *Tmem135*^*FUN025*/*FUN025*^ mice for quantitative PCR (qPCR). We quantified sterol regulatory element binding transcription factor 2 (*Srebf2*), *Srebf1c*, acetyl-CoA carboxylase alpha (*Acaca*), fatty acid synthase (*Fasn*), and stearoyl-CoA desaturase 1 (*Scd1*). We found significant increases in all these genes in *Tmem135*^*FUN025*/*FUN025*^ eyecups compared to *Tmem135*^*FUN025*/+^ eyecups (Fig. 6A). Strikingly, only *Scd1* was upregulated in the neural retinas of *Tmem135*^*FUN025*/*FUN025*^ mice relative to *Tmem135*^*FUN025*/+^ neural retinas (Fig. 6B). These data show that *Tmem135* mutant-induced increases of lipid metabolic genes are predominantly confined to the posterior eyecup.

**Figure 6:**
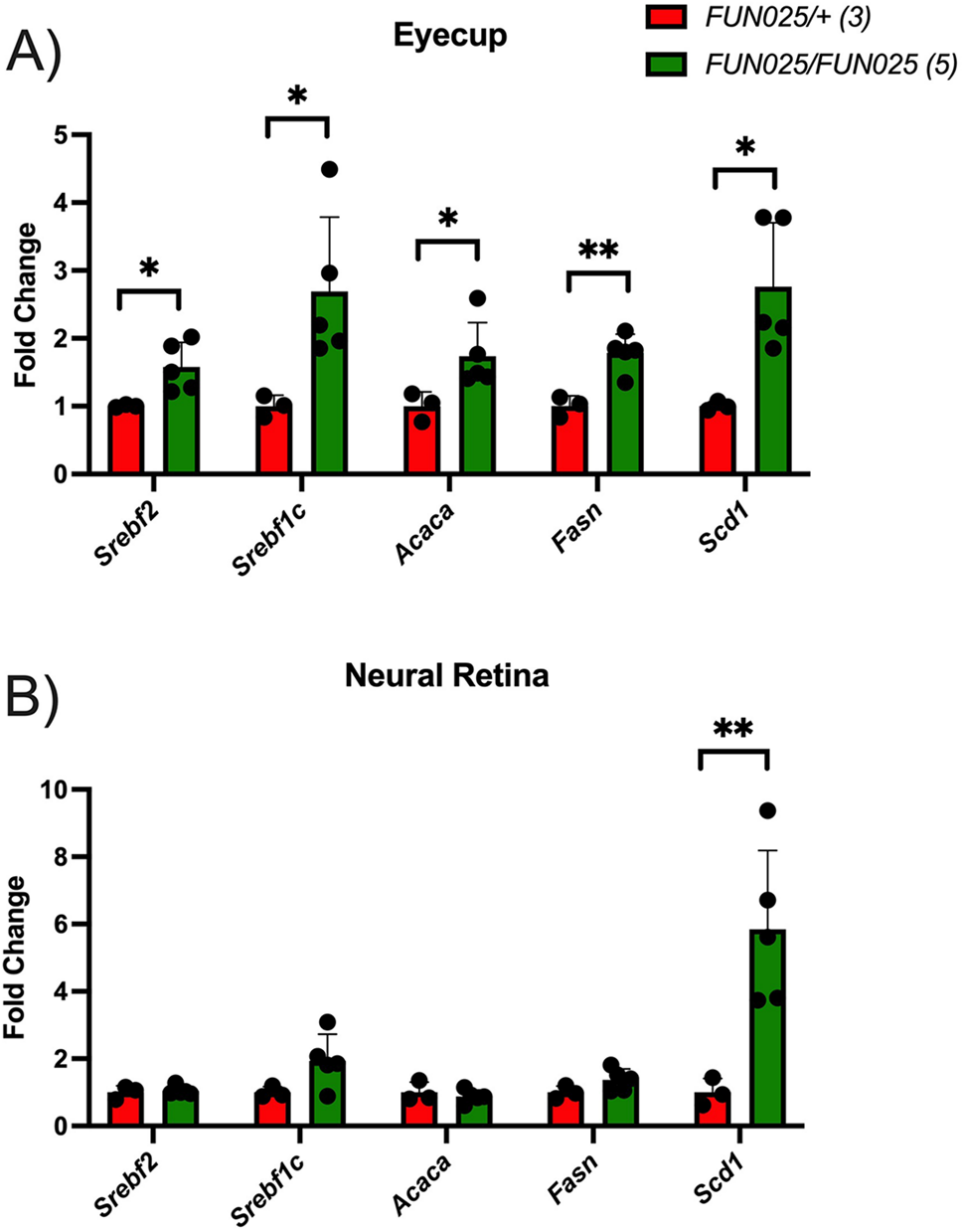
Lipid Metabolic Gene Expression in Eyecup and Neural Retinas of 2.5-month-old Heterozygous and Homozygous *Tmem135* Mutant Mice. Quantitative PCR analysis of lipid metabolic transcription factors (*Srebf2* and *Srebf1c*) and lipid synthesis genes (*Acaca*, *Fasn*, and *Scd1*) in the (**A**) eyecups and (**B**) neural retinas of 2.5-month-old male *Tmem135*^*FUN025*^^*/*+^ (*FUN025/* +*)* and *Tmem135*^*FUN025/FUN025*^ (*FUN025/FUN025*) mice. Numbers in brackets denote number of mice used in experiment. Each dot represents each individual sample. * and ** indicates a *P* < 0.05 and *P* < 0.01 significance by Student’s T-test.

### Transcriptomic similarities between homozygous Tmem135 mutant eyecups and AMD donor eyes

It is well accepted that dysfunction within the RPE is implicated as a key pathobiological mechanism in AMD^13–15^. Since the ocular phenotype of *Tmem135*^*FUN025*^^/*FUN025*^ mice shares similarities with AMD including the presence of subretinal immune cells, neuroinflammation and RPE autofluorescence^3,16^, we were interested in evaluating the eyecup transcriptional profiles of the *Tmem135*^*FUN025/FUN025*^ mice with those obtained from RPE/choroid samples from AMD patients. We compared our *Tmem135*^*FUN025/FUN025*^ versus WT RNA-Seq dataset with previously-published integrated microarray and RNA-Seq datasets (GSE29801 and GSE135092) using RPE/choroid samples from AMD patients^17–19^. 

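In FUN025/FUN025 relative to WT eyecups, all 16 upregulated genes of Table 2 were higher with an adjusted p-value under 0.05 by edgeR's quasi-likelihood test, with a median log2 fold change of 0.53 and a range from 0.28 to 1.41. Of the 9 downregulated genes, Galnt9 did not pass the low-count filter, and the other 8 were lower with an adjusted p-value under 0.05, with a median of −0.57 and a range from −0.97 to −0.31. These genes are the paper's own calls on these data. In FUN025/+ relative to WT eyecups, all 16 and all 8 genes had the same directions, and 11 and 5 of them passed the threshold. Between FUN025/FUN025 and FUN025/+ eyecups, 6 of the 16 were higher past the threshold and none of the 8 passed. Both comparisons with WT set deeper WT libraries against shallower mutant libraries. Of the downregulated genes, Des also belongs to the sarcomere list and Ramp2 to the list of choroid endothelium genes. For these, a different share of muscle or choroid in the dissected eyecups cannot be told apart from an effect of the mutation. Samd11 had 740 counts in WT replicate 2, the library highest in phototransduction genes, and 322 to 364 counts in the other WT libraries. The human samples of the comparison were not analysed here.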

There were similar genes affected due to the *Tmem135* mutation and AMD (Table 2), including 16 upregulated and 9 downregulated genes in common between the *Tmem135*^*FUN025*/*FUN025*^ relative to WT RNA-Seq dataset and GSE29801 and GSE135092 datasets (Table 2 and Fig. 7A). In the GSE29801 dataset, some AMD RPE/choroid samples were classified as having an intermediate and advanced AMD diagnosis^17^, allowing us to compare our *Tmem135*^*FUN025/FUN025*^ versus WT RNA-Seq dataset to specific stages of AMD. Six upegulated genes [cholinergic receptor nicotinic beta 4 subunit (*Chrnb4*), *Srebf1*, *Fasn*, acetyl-CoA acetyltransferase 2 (*Acat2*), collagen type VIII alpha 1 chain (*Col8a1*), and lanosterol synthase (*Lss*)] and one downregulated gene [cytochrome B5 type a (*Cyb5a*)] were common between *Tmem135*^*FUN025/FUN025*^ eyecups and intermediate AMD (Table 2 and Fig. 7A). Furthermore, two upregulated genes (*Srebf1* and *Lss*) and two downregulated genes [GATA binding protein 2 (*Gata2*) and *Cyb5a*] were common between *Tmem135*^*FUN025/FUN025*^ eyecups and advanced AMD (Table 2 and Fig. 7A). 

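Chrnb4 rose from 28.4 ± 1.67 CPM (SD, n = 4) in WT to 75.5 ± 11.1 CPM (SD, n = 5) in FUN025/FUN025 eyecups, a log2 fold change of 1.41 (standard error 0.095, adjusted p = 3.12e-08 from edgeR's quasi-likelihood test). The log2 fold changes relative to WT were 0.74 for Srebf1 (adjusted p = 2.83e-06), 0.42 for Fasn (adjusted p = 3.50e-05), 0.61 for Col8a1 (adjusted p = 2.47e-04) and 0.48 for Acat2 (adjusted p = 0.00745), of whose sequence 50.5% is held by other genes. Cyb5a fell from 135 ± 5.63 CPM to 108.7 ± 7.76 CPM, a log2 fold change of −0.31 (adjusted p = 7.68e-04). In FUN025/+ eyecups Cyb5a was already lower by a similar amount, at 109.9 ± 4.55 CPM (log2 fold change −0.29, adjusted p = 9.46e-04), and the difference between the mutant genotypes did not pass the threshold (adjusted p = 1.00). Col8a1 was higher in FUN025/+ eyecups as well (log2 fold change 0.38, adjusted p = 0.00897), while Chrnb4 and Fasn did not pass the threshold there (adjusted p = 0.47 and 0.705).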

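Lss, on chromosome 10 from 76531588 to 76557138, was at 34.3 ± 2.94 CPM (SD, n = 4) in WT and 55.1 ± 5.36 CPM (SD, n = 5) in FUN025/FUN025 eyecups, a log2 fold change of 0.68 (standard error 0.085, adjusted p = 3.40e-05 from edgeR's quasi-likelihood test). In FUN025/+ eyecups the change was 0.36 (adjusted p = 0.00762). Gata2, on chromosome 6 from 88193891 to 88207032, was at 23.0 ± 2.96 CPM in WT and 15.7 ± 0.945 CPM in FUN025/FUN025 eyecups, a log2 fold change of −0.55 (adjusted p = 0.00174), and at −0.37 in FUN025/+ eyecups (adjusted p = 0.0204), a call lost in 2 of the 15 fits that left out a mouse.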

We performed a gene over-representation analysis on the genes in Table 2 and found significant enrichment (FDR < 0.01) of multiple lipid metabolic pathways including cholesterol metabolism, sterol biosynthetic process, sterol metabolic process, lipid biosynthetic process, fatty acid biosynthetic process, and fatty acid metabolism (Table 3). We also investigated the network signaling pathways commonly affected between *Tmem135*^*FUN025/FUN025*^ mice and AMD. We identified the SREBF1-signaling pathway, a pathway that mediates lipid homeostasis by regulating *Pparg* expression and lipogenesis (Fig. 7B)^11^, in common between *Tmem135*^*FUN025/FUN025*^ eyecups and AMD. 

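Pparg, on chromosome 6 from 115360951 to 115490399, was at 6.11 ± 1.31 CPM (SD, n = 4) in WT, 6.86 ± 1.60 CPM (SD, n = 6) in FUN025/+ and 6.69 ± 1.39 CPM (SD, n = 5) in FUN025/FUN025 eyecups. Its log2 fold change in FUN025/FUN025 relative to WT eyecups was 0.13 (standard error 0.19, adjusted p = 0.692 from edgeR's quasi-likelihood test), a difference smaller than the spread between mice. Srebf1, on chromosome 11 from 60199089 to 60222581, was at 166 ± 17.3 CPM (SD, n = 4) in WT eyecups, and its change in FUN025/+ eyecups did not pass the threshold (log2 fold change 0.081, adjusted p = 0.477).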

Similarities between the *Tmem135*^*FUN025/FUN025*^ mice and AMD transcriptional profiles suggest the *Tmem135*^*FUN025*/*FUN025*^ mouse may serve as a valuable model to interrogate the role of lipid metabolism on AMD-like pathology development.

**Table 2:** Summary of significantly-affected genes in common between *Tmem135*^*FUN025/FUN025*^ versus WT eyecup RNAseq and GSE29801 and GSE135092 datasets.

Stage of AMD	Genes in Common Between *Tmem135*^*FUN025/FUN025*^ eyecups and AMD-afflicted RPE/choroid samples	
	Downregulated	Upregulated
Mixed	*Samd11, Gata2, Ddt, Cyb5a, Des, Procr, Galnt9, Arpp21, Ramp2*	*Chrnb4, Srebf1, Fasn, Acat2, Fads1, Fads2, Col8a1, Lss, Cd109, Bmp8b, Hmgcs1, Msmo1, Arhgap32, Mpv17l, Eif5a2, Insig1*
Intermediate	*Cyb5a*	*Chrnb4, Srebf1, Fasn, Acat2, Col8a1, Lss*
Advanced	*Gata2, Cyb5a*	*Srebf1, Lss*

**Figure 7:**
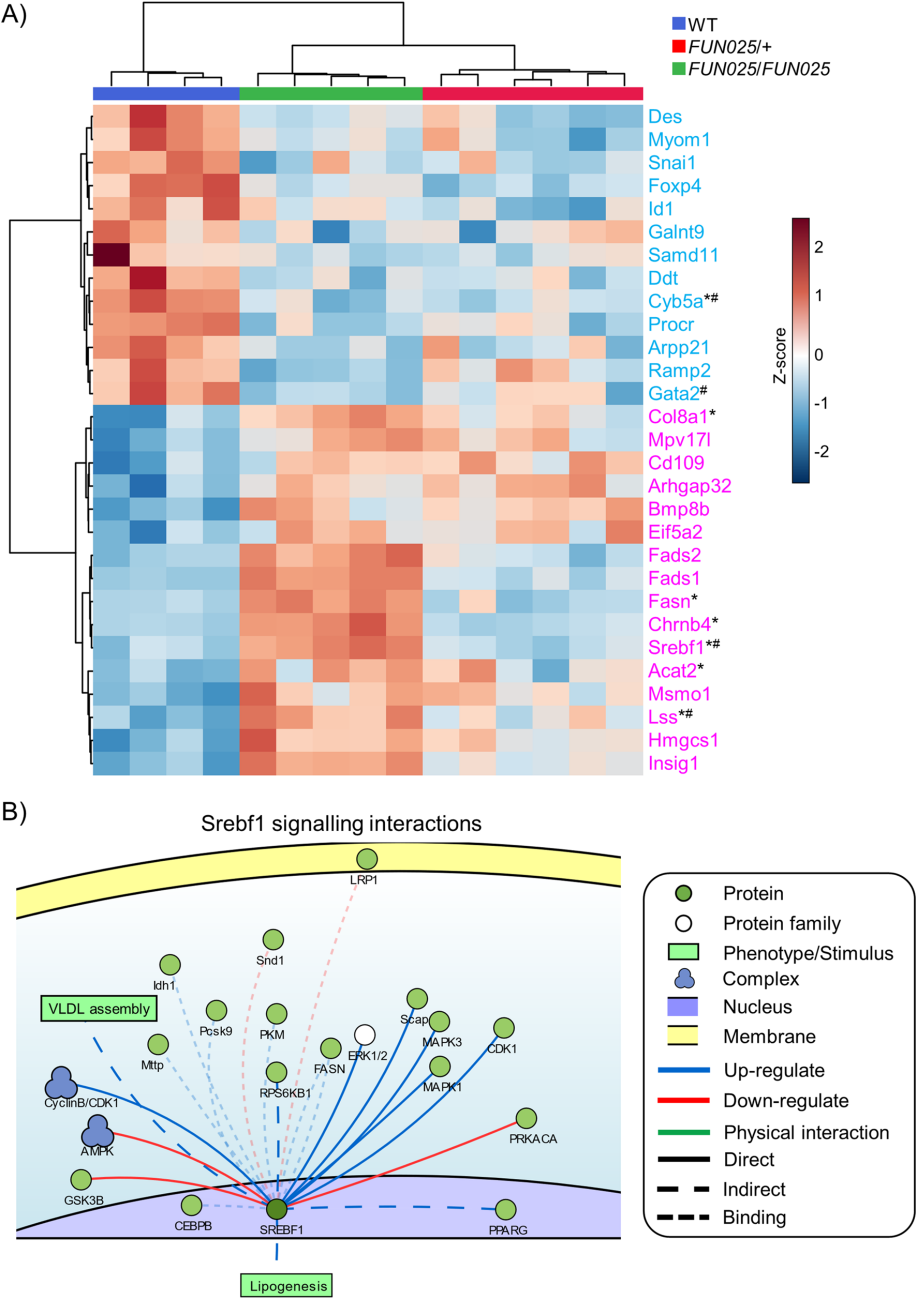
Comparison of *Tmem135*^*FUN025/FUN025*^ eyecup and AMD-afflicted RPE/choroid transcriptional profiles. (**A**) Heatmap showing the significantly altered genes from *Tmem135*^*FUN025/FUN025*^ vs. WT which are affected in a similar direction (up [magenta] or down [cyan]) when compared with integrated expression analysis from microarray and RNA-Seq data (GSE29801 and GSE135092) from AMD patients. Genes which are affected in *intermediate and ^#^advanced stage of AMD are also highlighted. (**B**) Signalling network highlights interactions of Sterol Regulatory Element Binding Transcription Factor* 1* (SREBF1). Network generated using the SIGnalling Network Open Resource (SIGNOR 2.0).

**Table 3:** Pathway analysis using overrepresentation analysis (ORA) on genes significantly-affected in both *Tmem135*^*FUN025/FUN025*^ versus WT eyecup RNA-Seq and GSE29801 and GSE135092 datasets*.

Description	Enrichment ratio	FDR
WP4346: Cholesterol metabolism	26.40	7.41 × 10^–7^
GO:0016126: Sterol biosynthetic process	37.99	1.80 × 10^–3^
GO:0016125: Sterol metabolic process	18.16	1.81 × 10^–3^
GO:0008610: Lipid biosynthetic process	7.16	1.81 × 10^–3^
GO:0006633: Fatty acid biosynthetic process	17.35	1.81 × 10^–3^
mmu01212: Fatty acid metabolism	21.95	9.41 × 10^–3^

*FDR cut-off of 0.01 is used for analysis.

## Discussion

Our current study builds on previous work that identified TMEM135 as a key protein involved in mitochondrial dynamics^3,7,20,21^, metabolic regulation^8^ and oxidative stress in mice^3^. However, the molecular function of TMEM135 remains elusive. In our study, we evaluated the global transcriptome of posterior eyecups to understand how a *Tmem135* mutation disrupts retinal homeostasis in mice. Both *Tmem135*^*FUN025*^^/+^ and *Tmem135*^*FUN025*/*FUN025*^ mice have visual deficits such as diminished ERG responses although only *Tmem135*^*FUN025*/*FUN025*^ mice have structural abnormalities including photoreceptor degeneration and subretinal immune cell infiltration. We also found the eyecup transcriptional profiles of both *Tmem135*^*FUN025*/+^ and *Tmem135*^*FUN025*/*FUN025*^ mice deviate from WT controls, indicating one allele of the *Tmem135* mutation is sufficient to disrupt murine retinal homeostasis. Together, we conclude *Tmem135* is a critical gene involved in ocular health.

*Tmem135* encodes a membrane-bound protein that can localize with mitochondria^3,5^, peroxisomes^22^, and lipid droplets^5^. Our gene enrichment analysis highlighted significant downregulation of mitochondrial membrane and upregulation of lipid metabolism pathways in *Tmem135*^*FUN025*^^/*FUN025*^ eyecups. Mitochondria, peroxisomes, and lipid droplets interact with each other to maintain lipid metabolism within a cell^23^. In particular, cells depend on mitochondria for the complete breakdown of lipids through oxidative phosphorylation^24^. The mitochondria in *Tmem135*^*FUN025*/*FUN025*^ RPE appear overly elongated^7^ and correlates with increased levels of glycerol^8^, a building block of triglycerides. Triglycerides store fatty acids within the cell for consumption by mitochondria for energy utilization^25^. It has been shown that mitochondria with close proximities to lipid droplets are overly elongated^26^, which could explain the mitochondrial morphological changes in *Tmem135*^*FUN025*/*FUN025*^ RPE. Thus, TMEM135 may have a role in lipid metabolism within the RPE, supporting other studies linking the function of TMEM135 to lipid metabolism^5,6^.

The RPE is critical for sustaining lipid homeostasis within the retina, digesting photoreceptor outer segments, ingesting choroid-derived lipoproteins, and transporting lipids out of the retina^12^. It is known that RPE cells express canonical pathways involved in lipid homeostasis including the sterol regulatory element-binding protein (SREBF) pathway in mice and humans^27,28^ but may rely on additional mechanisms as suggested by a lack of responsiveness of cholesterol-sensitive genes in wild-type mouse retinas after the consumption of dietary cholesterol^27^. Through our analysis of differential genes that correlated with the number of *Tmem135* mutant alleles, we identified BCOR and IDH1 as potential players in RPE lipid homeostasis. BCOR is a co-repressor of BCL6 that mediates BCL6-mediated transcriptional repression^10^. There have been no published reports on a role for BCOR in lipid metabolism, but loss of BCL6 in the liver augments lipid catabolism, lessens high-fat-diet induced hepatic steatosis, and reverses fatty acid breakdown and lipid accumulation induced by fasting in peroxisome proliferator activated receptor alpha (*Ppara*) knockout mice^29^. The decrease in *Bcor* in the *Tmem135*^*FUN025*^^/*FUN025*^ mouse eyecups may be in response to the increased lipid accumulation such as cholesterol and neutral lipids. IDH1 is an isocitrate dehydrogenase enzyme found in the cytoplasm as well as on peroxisomes that catalyzes the reversible oxidative decarboxylation of isocitrate to alpha-ketoglutarate^30^. Loss-of-function mutations in human *IDH1* lead to increased monosaturated fatty acids and increased SCD expression in infiltrating gliomas^31^. Since there is increased eyecup *Scd1* expression in *Tmem135*^*FUN025*/*FUN025*^ mice and SCD1 is the rate-limiting enzyme for the conversion of saturated fatty acids to monounsaturated fatty acids^32^, the increased *Idh1* expression in *Tmem135*^*FUN025*/*FUN025*^ mouse eyecups may occur to decrease the amount of monounsaturated fatty acids. Further elucidation of BCOR and IDH1 in *Tmem135*^*FUN025*/*FUN025*^ mouse eyecups could lead to insight into lipid metabolism within RPE cells.

Dysregulation of lipid metabolism is strongly associated with AMD development and progression^33^. The association of dysregulated lipid metabolism and AMD comes from genetic and environmental studies. Genetic studies have linked variants with human apolipoprotein E (*APOE*), hepatic lipase (*LIPC*), cholesteryl ester transfer protein (*CETP*), lipoprotein lipase (*LPL*), and ATP binding cassette subfamily A member 1 (*ABCA1*) with risk for AMD^34–40^. The roles of these genes in AMD development and progression are largely unknown. Furthermore, consumption of diets high in fat^41–43^, particularly those with high levels of omega-6, monounsaturated, polyunsaturated and trans unsaturated fatty acids^44,45^, increases the likelihood of developing AMD. In contrast, eating diets with a high concentration of fish oils containing omega-3 fatty acids decreases the incidence of AMD^44–47^. How diets influence retinal homeostasis and modulate the risk for AMD is unclear. To understand the role of these epidemiological risk factors for AMD, it is imperative to study models in which we can gain new insight into AMD disease processes. We have shown in our RNA-Seq study that *Tmem135*^*FUN025*^^/*FUN025*^ mice have altered expression of lipid metabolic genes in their posterior eyecups and lipid accumulation in their RPE. Some of these metabolic genes are commonly changed between *Tmem135*^*FUN025*/*FUN025*^ eyecups and AMD-afflicted RPE/choroid samples. One gene, *Srebf1/SREBF1*, is similarly changed in *Tmem135*^*FUN025*/*FUN025*^ mouse eyecups and RPE/choroid samples from human patients diagnosed with mixed, intermediate, and advanced stages of AMD. SREBF1 is a transcription factor that regulates the expression of sterol-regulated genes and controls cholesterol homeostasis^48^. SREBF1 also positively regulates the expression of lipogenesis genes including *Fasn/FASN*^49^ which is increased in both *Tmem135*^*FUN025*/*FUN025*^ mouse eyecups and RPE/choroid samples from human patients diagnosed with mixed and intermediate AMD. Future studies on the role of SREBF1 in *Tmem135*^*FUN025*/*FUN025*^ retinas may provide clues on its role in AMD development and progression.

Aging is a significant risk factor for a number of diseases including AMD and Alzheimer’s disease, but how aging contributes to these diseases is unknown. One strategy to better understand the role of aging in disease development is to study mutant mice with accelerated aging phenotypes and uncover the genetic causes of their accelerated aging phenotypes. Utilizing this strategy, we identified *Tmem135* as a gene involved in the aging process in the retina^3^. In the current study, we undertook an RNA-Seq study to further investigate the consequences of the *Tmem135* mutation on retinal homeostasis. We found that mutant *Tmem135* mice display significant transcriptomic changes but one significant pathway that contained a number of differentially-expressed genes is lipid metabolism. Some of these genes are also altered in transcriptomic profiles of AMD-diagnosed RPE/choroid specimens. Studying *Tmem135* mutant mice may provide insight into how aging effects lipid metabolism and contributes to diseases such as AMD.

## Methods

### Mice

Generation of *Tmem135*^*FUN025*^^*/*+^ and *Tmem135*^*FUN025/FUN025*^ mice on the C57BL/6 J background was previously described^3,7^. WT mice on the C57BL/6 J background were used as controls for these experiments. All animals were housed in the same animal facility at the University of Wisconsin-Madison under the same environmental conditions. Both male and female mice that were 2.5 months, 3 months and 12 months of age were used in this study. Details of mice used in each figure of this study are provided in Supplemental Table 1. No mice used in this study were positive for the *Ped6b*^*rd*^^1^ or the *Crb1*^*rd*^^8^ mutation^50,51^. All experiments performed in this study were in accordance with the National Institute of Health Guide for the Care and Use of Laboratory Animals and authorized by the Animal Care and Use Committee at the University of Wisconsin-Madison. The results and methods in this study are reported in accordance to the ARRIVE guidelines.

### Histology

Eyes were fixed in 2% PFA and 2% glutaraldehyde overnight at 4 °C and submitted to the University of Wisconsin-Madison's Translational Research Initiatives in Pathology (TRIP) core for paraffin processing. Sections were stained with hematoxylin and eosin (H&E) to visualize retinal layers and imaged using an Axio Imager 2 microscope (Carl Zeiss MicroImaging, White Plains, NY) at a 40X magnification. Outer nuclear layer (ONL) and inner nuclear layer (INL) thickness were measured using ImageJ (NIH, Bethesda, MD) on a single section from each eye. Measurements were started from the optic nerve head and taken at seven consecutive 300 micron intervals.

### Electroretinography (ERG)

Mice were dark-adapted overnight before ERG recording and then anesthetized with a cocktail of ketamine (80 mg/kg) and xylazine (16 mg/kg) diluted in phosphate buffered saline (PBS). Pupils were dilated with 1% tropicamide, and a drop of sterile 2.5% hypromellose ophthalmic solution (Goniovisc, HUB pharmaceuticals LLC, CA) was applied to the cornea for recording electrodes. ERGs were recorded using the Espion system (Diagnosys LLC, MA). Scotopic recordings were obtained from dark-adapted animals, and the eyes were exposed to a sequential increment of flash intensities (0.1 to 30 cd.s/m^2^) for 300 ms with a 2 s interval between the flashes. For the acquisition of c-wave, the eyes were flashed with light intensities of 2.5 and 25 cd.s/m^2^ for 4 s. Photopic recordings were performed after the light adaptation of mice at 30 cd.m^2^ background and during the photopic recordings. The flash intensities used for the photopic recordings were 0.78, 1, 2.25, 5 and 10 cd.s/m^2^. Only the 10 cd.s/m^2^ recordings were used in this study. ERG components were measured using the Espion software (Diagnosys LLC, MA) and analyzed using Origin2020 (OriginLab Corp., MA).

### Bulk-RNA sequencing

Posterior eyecups without the neural retina were collected and pooled from individual 2.5-month-old WT, *Tmem135*^*FUN025*^^/+^, and *Tmem135*^*FUN025*/*FUN025*^ mice of both genders between 11:00 and 1:00 PM. Samples were flash frozen and then submitted to GENEWIZ (South Plainfield, NJ, USA) for processing. Total RNA was extracted from eyecups with an RNeasy Plus Universal Mini kit (Qiagen, Hilden, Germany) following the Manufacturer’s instructions. Total RNA samples were quantified using a Qubit 2.0 Fluorometer (Life Technologies, Carlsbad, CA, USA). RNA integrity was examined using a TapeStation 4200 (Agilent Technologies, Palo Alto, CA, USA). RNA sequencing libraries were prepared using the NEBNext Ultra RNA Library Prep Kit for Illumina (NEB, Ipswich, MA, USA) following manufacturer’s instructions. Briefly, messenger RNAs were first enriched with Oligo(dT) beads. Enriched mRNAs were fragmented for 15 min at 94 °C. First strand and second strand cDNAs were subsequently synthesized. cDNA fragments were end repaired and adenylated at 3’ends, and universal adapters were ligated to cDNA fragments, followed by index addition and library enrichment by limited-cycle PCR. The sequencing libraries were validated on the Agilent TapeStation and quantified by using Qubit 2.0 Fluorometer as well as by quantitative PCR (KAPA Biosystems, Wilmington, MA, USA). The sequencing libraries were clustered on a flowcell. After clustering, the flowcell was loaded on the Illumina HiSeq instrument (4000 or equivalent) according to manufacturer’s instructions. The samples were sequenced using a 2 × 150 bp Paired End (PE) configuration. Image analysis and base calling were conducted by the HiSeq Control Software (HCS). Raw sequence data (.bcl files) generated from Illumina HiSeq were converted into fastq files and de-multiplexed using Illumina's bcl2fastq 2.17 software. The RNA-Seq raw sequence files from this study are available on the Gene Expression Omnibus (GEO), accession number GSE184160.

### RNA sequencing analysis

Gene expression read counts were analysed using NetworkAnalyst 3.0^52^. *M. musculus* organism was selected with bulk sequencing analysis workflow. Quality control step involved filtering genes with very high variance across samples. Genes were ranked based on variance and those genes which ranked in the bottom 15% of the percentile were filtered out. Low abundance genes below a threshold were also filtered out. Data was normalized using log 2 counts per million normalization method. Differential gene expression analysis was performed using EdgeR^53^. Gene set enrichment analysis was performed using WebGestalt^54^ and different functional databases including Gene Ontology, KEGG, and WikiPathways were used for analysis. To further restrict the number of gene sets due to overlap of the genes, affinity cluster algorithm^55^ was applied. Heatmaps were generated on auto-scaled normalized gene expression data using Euclidean distance measure and ward clustering algorithm using MetaboAnalyst 4.0^56^. Signalling pathway analysis was conducted on differentially expressed genes using the SIGNOR 2.0 database^57^. A comparison of differentially expressed genes in different groups with human age-related macular degeneration samples was conducted by comparing the fold change (up or down) of differentially expressed genes identified from integrated microarray (GSE29801 dataset)^17^ and RNA-seq analysis (GSE135092 dataset)^18^ of AMD human donor eyes compared to non-AMD control donor eyes. AMD donor eyes used to generate the GSE29801 dataset were independently classified into distinct AMD categories based on the Age-Related Eye Disease Study (AREDS) and Rotterdam grading scales^17^ whereas AMD donor eyes graded as having category 4 disease were used to produce the GSE135092 dataset^18^. In total, the GSE29801 dataset was comprised of expression data from 31 control eyes and 37 AMD-afflicted eyes^17^ while the GSE135092 dataset contained transcriptomic data from 106 control eyes and 23 AMD eyes^18^.

### Cholesterol measurement

Mice were perfused with PBS prior to enucleation of eyes. Eyes were processed to remove the anterior segment, lens, and neural retina. The remaining posterior eyecups were flash frozen with liquid nitrogen before processing. Frozen eyecups were homogenized using 80 ul of RIPA lysis and extraction buffer (#PI89901, VWR, Radnor, PA) with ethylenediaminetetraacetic acid (EDTA)-free protease inhibitors (#11836170001, Sigma-Aldrich, St. Louis, MO). Cholesterol was measured using a colorimetric Total Cholesterol Assay Kit (#STA-384, Cell Biolabs, San Diego, CA). Cholesterol values were normalized to the weight of the individual eyecup.

### RPE flat mount immunofluorescence

Eyes were removed and processed for RPE flat mounts using a previously described protocol^7^. RPE flat mounts were incubated with a rabbit polyclonal zonula occludens-1 antibody (#40–2200, Thermo Fisher Scientific, Waltham, MA) and HCS Lipidtox Red Neutral Lipid Stain (#H34476, Thermo Fisher Scientific, Waltham, MA) overnight at 4 °C. Then, the eyecups were incubated with an Alexa Fluor 488 conjugated donkey anti-rabbit IgG (#A-21206, Thermo Fisher Scientific, Waltham, MA) and 4′,6-Diamidine-2′-phenylindole dihydrochloride (DAPI) (#D9542, Sigma Aldrich, St. Louis, MO) for two hours. RPE flat mounts were imaged with a Nikon A1RS confocal microscope at a 20× magnification.

### Quantitative real-time PCR

Eyecups and neural retinas from mice were isolated after PBS perfusion, flash frozen, and kept at − 80 °C. RNA was isolated using a RNeasy lipid tissue mini kit (#74804, Qiagen, Germantown, MD). Concentrations of RNA were calculated using a Nanodrop 2000 UV–Vis Spectrophotometer (Thermo Fisher Scientific, Waltham, MA). Equal RNA concentrations were aliquoted to make cDNA using an Oligo d(T)18 primer (#S1316S, NEB, Ipswich, MA) and the ProtoScript II Reverse Transcriptase (#M0368L, NEB, Ipswich, MA). Triplicate reactions for each gene was run in the Roche Lightcycler 480 system using cDNA, 200 nmol/L of each primer, and Lightcycler 480 SYBR Green I Supermix (#507203180, Roche). Primer sequences used in this study are described in Supplemental Table 2. Relative expression was normalized to the ribosomal protein lateral stalk subunit P0 (*Rlpl0*) using the quantitative 2^−ΔΔCT^ method^58^.

### Statistical analysis

Statistics were performed using GraphPad Prism software (GraphPad Software, Inc., San Diego, CA). Details of statistical tests are provided in figure legends.

## Supplementary Information

Supplementary Information.

# Supplementary material for: A mutation in transmembrane protein 135 impairs lipid metabolism in mouse eyecups
**Source:** Sci Rep. 2022 Jan 14;12:756. doi: 10.1038/s41598-021-04644-3
**Supplement:** Supplementary file 1 — Supplementary Information.

**Supplemental Table 1: Ages, Genders, and Numbers of Mice Used in Study.**

| \|  \| Panel \| Age (months) \| WT Male \| WT Female \| Total \| *FUN025*/+ Male \| *FUN025*/+ Female \| Total \| *FUN025/FUN025* Male \| *FUN025/FUN025* Female \| Total \| \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| \| Fig.1 \| A, B \| 12 \| 3 \| 3 \| 6 \| 2 \| 2 \| 4 \| 2 \| 2 \| 4 \| \| C-G \| 12 \| 3 \| 3 \| 6 \| 4 \| 2 \| 6 \| 2 \| 2 \| 4 \| \| Fig. 2-4 and 7 Tables 1-3 \|  \| 2.5 \| 2 \| 2 \| 4 \| 4 \| 2 \| 6 \| 2 \| 3 \| 5 \| \|  \| \| Fig. 5 \| A \| 3 \| 5 \| 4 \| 9 \| 2 \| 1 \| 3 \| 3 \| 1 \| 4 \|  \| \| B \| 12 \| 2 \| 3 \| 5 \| 3 \| 1 \| 4 \| 3 \| 1 \| 4 \|  \| \| Fig. 6 \| A, B \| 2.5 \| 0 \| 0 \| 0 \| 3 \| 0 \| 3 \| 5 \| 0 \| 5 \|  \| |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
|  |
|  |

**Supplemental Table 2: List of qPCR Primers**

| Gene | Forward Primer | Reverse Primer |
| --- | --- | --- |
| *Srebf2* | GCAGCAACGGGACCATTCT | CCCCATGACTAAGTCCTTCAACT |
| *Srebf1c* | TCAAAACCAGCCTCCCAAGA | CCCCGTCCACAAAGAAACG |
| *Acaca* | TGTACAAGCAGTGTGGGCTGGCT | CCACATGGCCTGGCTTGGAGGG |
| *Fasn* | GCTGCGGAAACTTCAGGAAAT | AGAGACGTGTCACTCCTGGACTT |
| *Scd1* | TTCTTGCGATACACTCTGGTGC | CGGGATTGAATGTTCTTGTCGT |
| *Rplp0* | GGACCCGAGAAGACCTCCTT | GCACATCACTCAGAATTTCAATGG |

|  |  |  |  |  |  |  |  |  |  |  |  |  |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
|  |  |  |  |  |  |  |  |  |  |  |  |  |
|  |  |  |  |  |  |  |  |  |  |  |  |  |
|  |  |  |  |  |  |  |  |  |  |  |  |  |
|  |  |  |  |  |  |  |  |  |  |  |  |  |
|  |  |  |  |  |  |  |  |  |  |  |  |  |
|  |  |  |  |  |  |  |  |  |  |  |  |  |
|  |  |  |  |  |  |  |  |  |  |  |  |  |
|  |  |  |  |  |  |  |  |  |  |  |  |  |

How the deposited data were processed for this re-analysis (not part of the article)

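RNA was sequenced from the posterior eyecups, without the neural retina, of 4 WT, 6 FUN025/+ and 5 FUN025/FUN025 mice aged 2.5 months, with 1 library per mouse. The authors deposited whole-number read counts for each of 55421 Ensembl genes in every library, without normalization. The paper gives poly(A) selection, NEBNext libraries and paired-end HiSeq reads, and its text names no aligner, counting program, genome build or strand setting. Each library was placed in its genotype by its label in the deposited record and by nothing measured.

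Total counts were between 10903183 and 20029919 per library, and between 25704 and 28430 genes had a count. At these depths 3 counts correspond to 0.15 to 0.28 CPM, and this floor covers counting error only. Gene symbols, positions and types came from GENCODE M21 on GRCm38, in which 55240 of the listed genes were found. The 181 genes without an entry were kept by their identifiers.

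The 15% of genes with the lowest variance were removed, as in the paper's methods. Genes with low counts were then removed with edgeR's filterByExpr, which left 18979 genes. The authors used NetworkAnalyst 3.0, log2 CPM values and EdgeR. Here TMM scaling, edgeR's quasi-likelihood test with robust dispersion (edgeR 4.0.16) and Benjamini-Hochberg adjustment were used, with all 15 mice in one fit and a threshold of 0.05 on the adjusted p. A 2-fold change is a log2 fold change beyond 1. Correlation with the number of mutant alleles used log2 CPM with a prior count of 2, Pearson's r and the moderated linear trend of limma 3.58.1 at an FDR of 0.01. For 12 genes, r and rho were also tested by permutation with 100000 resamples. Gene lists were tested with camera at an inter-gene correlation of 0.01, with adjustment over 63 tests. The lists came from general knowledge or from the paper's figures and Table 2, and were written before the counts were opened. The share of each gene's sequence found in other genes was counted in stretches of 31 bases. The programs were R 4.3.3, DESeq2 1.42.0, fgsea 1.28.0, Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1.

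Named genes are those the paper names in its results text, Table 2 and Figs. 3, 4 and 7. From each comparison they also include the 3 largest rises and the 3 largest falls among genes with an adjusted p under 0.05, a mean of at least 1 CPM and no overlap between the groups; 1 gene of this rule is not reported here. Where every library of a group held at most 3 counts, or its mean CPM was under the mean floor of its libraries, only the smallest possible fold is given.

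The fits were tested on simulated counts for the same 18979 genes, in which 200 genes were changed 2-fold in FUN025/FUN025 libraries. The test called 181 genes between FUN025/FUN025 and WT, recovering 86.5% of the changed genes, with 4.42% of calls on unchanged genes. Between FUN025/FUN025 and FUN025/+ it called 187 genes and recovered 89.5%, with 4.28% of calls on unchanged genes. It called 0 genes between FUN025/+ and WT, where none was changed. The trend on allele number was tested on a second simulation, in which 200 genes changed by equal log2 steps per mutant allele, reaching 2-fold in FUN025/FUN025 libraries. It called 163 genes and recovered 80.5%, with 1.23% of calls on unchanged genes. Genes were simulated independently and without a batch. Recovery of smaller changes, such as the median absolute log2 fold changes of 0.32 and 0.35 among the genes called against WT, was not measured.

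The alternatives tried were other scalings, other tests, other filters on low counts and on variance, fits with only the genotypes compared, the replicate number as a block, covariates, other gene set tests, other correlation tests and leaving out each mouse in turn. The replicate numbers come from the sample labels; same-numbered mice of different genotypes are different animals, and the paper does not describe them as pairs. An offset for GC content, protein-coding genes alone and an unadjusted p under 0.05 were added after seeing the data. The sex of each mouse is not labelled and entered no fit except through Xist as an alternative covariate. The gene sets of the paper's enrichment databases were not available, so its enrichment scores were not recomputed. The quantitative PCR, lipid, imaging and human data were not part of the deposited counts and were left out.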

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

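The tests on shared sequence, pseudogenes, ribosomal RNA genes, covariates, choroid genes and reads carried over between libraries were chosen only after the result was seen; the other tests were not. No sequencing batch is labelled, and every WT library was deeper than every mutant library.

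Some libraries stood far from the others of their genotype, by a rule under which chance gives 6.6 such values among the 132 groups examined; 12 were found. WT replicate 4 had 4 of them. Its level was 255 CPM for Fads1 (others 244 to 245), 108 CPM for C1qa (others 73.99 to 79.5) and 143 CPM for Cyb5a (others 131 to 133), and its mean log2 CPM over respiratory chain genes was 6.63 (others 6.38 to 6.42). WT replicate 2 had 5.76 CPM of Gm12013 (others 4.17 to 4.35). WT replicate 3 had the most counts, 20029919. FUN025/+ replicate 2 had 106 CPM of C1qa (others 63.1 to 76.9) and 8.20 CPM of Epha8 (others 5.29 to 6.35), and FUN025/+ replicate 6 had 0.33 CPM of Gm12013. In FUN025/FUN025 libraries, replicate 3 had 94.5 CPM of Chrnb4 (others 68.04 to 75.6), replicate 4 had 4.44 CPM of Epha8 (others 2.81 to 3.15), and replicate 5 had 0.272 CPM of Gm12013, where no count was found in the others. The Gm12013 values in mutant libraries lie near the floor. No explanation was tested for these single libraries. Mice of both sexes were used, so the mice of a genotype also differ in biology. WT replicate 4 had the highest mean log2 CPM of the 15 libraries over blood genes (5.28), brown fat genes (2.92) and sarcomere genes (7.17), and no link of these to its 4 values was tested.

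Genes outside those the paper discusses differed from WT in both mutant genotypes. In FUN025/+ and FUN025/FUN025 eyecups, the log2 fold changes were 3.14 and 3.03 for Nphs1, −2.97 and −3.18 for Gm48228 and −2.86 and −2.76 for the second Myl12b gene, Myl12b_ENSMUSG00000117098. Gm12013 was at least 18.9-fold lower in FUN025/+ and at least 19.6-fold lower in FUN025/FUN025 eyecups. In FUN025/+ eyecups Gm23935 changed by 2.85 and Gm13938 by 2.71. Pseudogenes made up 55.1% of the 2-fold genes in FUN025/+ and 47.6% in FUN025/FUN025 eyecups against WT, while they were 4.52% of the genes tested (one-sided Fisher's exact test, p = 4.88e-132 and p = 3.4e-115, genes not being independent). Between the mutant genotypes 1 of 17 such genes was a pseudogene (one-sided Fisher's exact test, p = 0.544). A candidate explanation is that reads of near-identical genes were assigned differently in WT and mutant libraries. Across all genes, however, the share of sequence found in other genes was nearly unrelated to the size of the test statistic (Spearman's rho 0.060 and 0.054 against WT), so this may bear on the strongly changed pseudogenes and does not account for the whole set of calls. For the pseudogenes and the genes of shared sequence, an effect of the mutation cannot be told apart from a difference in how the libraries were made or counted. Other genes hold only 11.7% of the sequence of Nphs1, which was higher in all 11 mutant libraries than in any WT library, so shared sequence is no ready explanation for it, and no other was tested.

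The gene CT010467.1, annotated as ribosomal RNA on chromosome 17 from 39846353 to 39848827, and the overlapping gene Gm42418 took 0.0716% to 0.0868% of the counts in WT libraries and at least 0.34% in mutant libraries. All 11 mutant libraries were above the highest WT library. The means were 0.081% ± 0.0071 (SD, n = 4) in WT, 0.438% ± 0.0587 (SD, n = 6) in FUN025/+ and 0.448% ± 0.104 (SD, n = 5) in FUN025/FUN025 libraries. The equal rise with 1 and 2 mutant alleles may come from a different depletion of ribosomal RNA in libraries made at different times; a biological effect that does not depend on the number of alleles cannot be told apart from it, and the identity of the gene rests on the annotation alone.

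Between the mutant genotypes, genes the paper does not discuss also differed. Gm33489, Epha8 and Pde6c changed by −1.33, −0.93 and −0.90 on the log2 scale in FUN025/FUN025 eyecups. The 16 choroid endothelium genes had a median log2 fold change of −0.16, with 15 of 16 lower and 0 past the threshold as single genes. Relative to WT, their median was −0.16 in FUN025/+ eyecups, with 14 of 16 lower, 5 of them past the threshold. In FUN025/FUN025 eyecups it was −0.34, with 15 of 16 lower, 11 of them past the threshold. Their mean log2 CPM was at most 6.58 in FUN025/FUN025 libraries and at least 6.72 in WT libraries. The choroid genes moved together from library to library inside genotypes, with a mean correlation of 0.651, higher than in all 10000 matched lists. A different share of choroid in the dissected eyecups may account for their fall, but genes of any shared regulation would also move together, and with the fall following the number of mutant alleles it cannot be told apart from an effect of the mutation. With the sarcomere and phototransduction covariates, Gm33489, Epha8 and Pde6c, of which the last belongs to the phototransduction list, kept their direction and stayed past the threshold, and at most 4.35% of their sequence is held by other genes. No other explanation was tested for them.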

How the results depend on the processing

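The alternatives in this part were set before the data were examined, except the offset for GC content, protein-coding genes alone and the unadjusted p, which were chosen after seeing the data. Values are given as FUN025/+ against WT, FUN025/FUN025 against WT and FUN025/FUN025 against FUN025/+. Where a result moved, the cause was not tested unless a value below shows it.

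The numbers of genes with an adjusted p under 0.05 (2600, 2666 and 99) stayed within 1.5 times with RLE, library size and upper quartile scaling, the likelihood ratio test, limma-voom, every low-count filter tried, the variance filter applied after the low-count filter, fits of only the genotypes compared, the Xist covariate, the GC offset and protein-coding genes alone. Leaving out the variance filter changed no count, because filterByExpr removes the same genes. DESeq2's Wald test gave 171 genes in the third comparison. With sarcomere and phototransduction covariates there were 261 and 547 genes against WT, 242 shared, and 19 and 305 called in FUN025/+ and in FUN025/FUN025 alone. With these covariates 67 and 27 genes were 2-fold higher and lower in FUN025/+ and 111 and 42 in FUN025/FUN025 eyecups.

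Counts of 2-fold lower genes moved with the test, the low-count filter, the types of gene kept and the use of an unadjusted p. The likelihood ratio test gave 159, 166 and 3 of them, no low-count filter gave 266 and 258 against WT, a total of at least 4 counts gave 264 and 270, and DESeq2 gave 3 between the mutant genotypes, where a fit of these genotypes alone gave 2. At least 10 counts in every library gave 93 higher and 24 lower genes, then 111 higher and 34 lower, and 9 higher between the mutant genotypes. Protein-coding genes alone gave 29 higher and 30 lower, 45 and 32, and 0 lower between the mutant genotypes, where 1183 genes of all types had an unadjusted p under 0.05. The unadjusted p gave 219 and 223 lower genes against WT, and 28 higher and 8 lower between the mutant genotypes.

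The number of genes correlated with allele number stayed within 1.5 times with edgeR's linear trend, library size scaling and a prior count of 0.5. Spearman's rho gave 92 genes (56 positive, 36 negative), Pearson's r gene by gene gave 113 (72 and 41), and adjustment over differentially expressed genes alone gave 1638 (849 and 789).

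With the replicate number as a block, 2010, 2137 and 80 genes had an adjusted p under 0.05. The deviations of same-numbered libraries had a mean correlation of −0.25 for WT and FUN025/+, −0.067 for WT and FUN025/FUN025 and 0.055 for FUN025/+ and FUN025/FUN025 mice. The block gave 10 genes 2-fold higher between the mutant genotypes and 140 genes in edgeR's trend on allele number (73 positive, 67 negative). Under the block, ribosome genes (0.029), sarcomere genes (0.19) and phototransduction genes (−0.21) passed the threshold between the mutant genotypes, and Fasn turned to −0.0080 in FUN025/+ against WT.

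Sterol synthesis and fatty acid synthesis genes kept their direction and passed the threshold in FUN025/FUN025 eyecups, against WT and against FUN025/+, under every gene set alternative tried, as did the Fig. 3B, Fig. 3C and Fig. 3D lists. Camera with the inter-gene correlation estimated from the data gave adjusted p-values above the threshold in FUN025/+ against WT for sterol synthesis (0.201), fatty acid synthesis (0.208), ribosome (0.396), respiratory chain (0.342), sarcomere (0.201), phototransduction (0.448), synaptic vesicle (0.448) and Fig. 3B genes (0.113). In FUN025/FUN025 against WT it gave 0.438 for ribosome, 0.431 for respiratory chain, 0.266 for sarcomere, 0.431 for phototransduction and 0.448 for synaptic vesicle genes, and 0.769 for respiratory chain genes between the mutant genotypes. The fry test gave 0.119 and 0.085 for phototransduction and 0.119 and 0.114 for synaptic vesicle genes against WT, and 0.70 for respiratory chain genes between the mutant genotypes. Normalized enrichment scores from fgsea below the threshold were 1.30 for fatty acid synthesis genes in FUN025/+ against WT and 1.18 for respiratory chain genes between the mutant genotypes. Between these, phototransduction genes passed at −1.58, while sarcomere genes (−0.98) and synaptic vesicle genes (0.88) turned in sign without passing, as did Fig. 3C genes in FUN025/+ against WT (−0.53). With the sarcomere and phototransduction covariates, respiratory chain genes no longer passed between the mutant genotypes (0.014), synaptic vesicle genes no longer passed in FUN025/+ against WT (−0.032) and turned in FUN025/FUN025 against WT (0.078).

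Across the 15 fits that each left out a mouse, the numbers of genes ran from 1446 to 2722, from 1528 to 2701 and from 68 to 110, both lowest counts against WT being without WT replicate 4. Shared genes ran from 988 to 1897, genes of FUN025/+ alone from 458 to 1029 and of FUN025/FUN025 alone from 540 to 1022. Genes 2-fold lower between the mutant genotypes ran from 1 to 2. Correlated genes ran from 126 to 422, positive from 93 to 255 and negative from 33 to 168. Between the mutant genotypes, medians ran from −0.0055 to 0.030 for ribosome, −0.0031 to 0.045 for respiratory chain, −0.036 to 0.19 for sarcomere, −0.22 to 0.32 for phototransduction and −0.064 to 0.0062 for synaptic vesicle genes. Synaptic vesicle genes ran from −0.39 to −0.14 in FUN025/+ and from −0.43 to −0.20 in FUN025/FUN025 against WT, and Fig. 3C genes from −0.037 to 0.12 in FUN025/+ against WT.

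Of the log2 fold changes of named genes under the alternatives, 2129 kept their direction and side of the threshold, 42 lost the threshold (18 of them with the sarcomere and phototransduction covariates), 16 gained it and 18 turned. Scd1 in FUN025/+ against WT turned to −0.15 with these covariates, to −0.0041 with the GC offset, and ran from −0.037 to 0.11 across the fits that left out a mouse. Fasn ran from −0.0097 to 0.055 in the same comparison. Between the mutant genotypes, Pparg ran from −0.13 to 0.078, Cyb5a from −0.045 to 0.015, Gm23935 from −0.045 to 0.17, Gm48228 from −0.38 to 0.011 and the second Myl12b gene, Myl12b_ENSMUSG00000117098, from −0.060 to 0.23. None of these passed the threshold with all mice.

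Depth limits genes near the floor: for Gm12013 in FUN025/+ and FUN025/FUN025 eyecups only the smallest possible fold is given.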

Differences from the paper's values

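A count is listed here as differing when the larger of the numbers is more than 1.5 times the smaller. An alternative is said to close a gap when it comes within 1.5 times of the paper's number, which is not equality. By this rule the count for FUN025/FUN025 against WT, reported as 1785 and found as 2666, was not listed. The paper reports 1723 genes for FUN025/+ against WT, and 2600 were found here. Of the alternatives set before the data were examined, RLE scaling (2571), library size (2582), upper quartile (2584), the likelihood ratio test (2498), at least 10 counts in every library (2539), a total of at least 4 counts (2369), no low-count filter (2352), the variance filter applied later (2275), a fit of only the genotypes compared (1965), the replicate block (2010) and leaving out any mouse except WT replicate 1 came within 1.5 times of the paper's number. DESeq2 (2983), limma-voom (2844), the Xist covariate (2925), the sarcomere and phototransduction covariates (261), no variance filter (2600) and leaving out WT replicate 1 (2722) did not. The GC offset (1865) and protein-coding genes alone (1828) did, and both were chosen after seeing the values.

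For genes shared by both comparisons with WT, the paper reports 1112 and 1777 were found. A total of at least 4 counts (1624), no low-count filter (1598), only the genotypes compared (1305), the replicate block (1357), the variance filter applied later (1570) and 12 of the 15 fits that left out a mouse (all except those without WT replicate 1 and without FUN025/+ replicates 1 and 6) came within 1.5 times. DESeq2 (2085), RLE (1768), Xist (1998), at least 10 counts (1743), the likelihood ratio test (1690), library size (1753), limma-voom (1936), upper quartile (1769), no variance filter (1777) and the tissue covariates (242) did not. The GC offset (1292) and protein-coding genes alone (1193), chosen after seeing the values, did.

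The paper reports 277 genes 2-fold higher in FUN025/+ than in WT eyecups, and 173 were found. A total of at least 4 counts (204), the likelihood ratio test (193), no low-count filter (199) and leaving out WT replicate 3 (200) closed the gap, as did an unadjusted p under 0.05 (229), chosen after seeing the values; the other alternatives did not. For FUN025/FUN025 the paper reports 333 and 203 were found. A total of at least 4 counts (251), the likelihood ratio test (229) and no low-count filter (239) closed the gap, as did the unadjusted p (260), chosen after seeing the values, and the others did not. For 2-fold lower genes the paper reports 418 in FUN025/+ and 433 in FUN025/FUN025 eyecups, and 103 and 106 were found. None of the alternatives closed these gaps; the nearest were no low-count filter in FUN025/+ (266) and a total of at least 4 counts in FUN025/FUN025 (270).

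The paper reports 27 genes with a 2-fold change between the mutant genotypes, and 17 were found. DESeq2 (19), a total of at least 4 counts (18), the likelihood ratio test (20) and no low-count filter (18) came within 1.5 times of 27. So did only the genotypes compared (18) and leaving out FUN025/FUN025 replicate 5 (18) or WT replicate 3 (18), although most of these stayed near 17. The unadjusted p (36), chosen after seeing the values, did so from above. The other alternatives did not. The paper's text gives 5 genes lower and 22 higher in FUN025/+ relative to FUN025/FUN025 eyecups, and here 16 were lower and 1 higher. None of the alternatives closed these gaps. Fig. 3A places the larger number of genes on the side higher in FUN025/FUN025 eyecups.

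The paper reports 72 genes correlated with the number of mutant alleles, 37 positively and 35 negatively; 389, 232 and 157 were found. For the total, Spearman's rho (92) closed the gap and no other alternative did. For the positive genes none did, the nearest being Spearman's rho (56). For the negative genes, Spearman's rho (36), Pearson's r gene by gene (41) and leaving out WT replicate 2 (51), 3 (35) or 4 (33) closed the gap, and the other alternatives did not.

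The paper states that no pathway was significantly raised (FDR under 0.01) in FUN025/+ relative to WT eyecups. The sterol synthesis list had a median log2 fold change of 0.26 there with camera, adjusted p = 3.10e-07, and the adjusted p was 0.201 with the inter-gene correlation estimated from the data, 0.00582 with fry and 0.0035 with fgsea. The paper states that the genes of Fig. 3B were unchanged between FUN025/+ and WT eyecups; 8 of the 26 tested had an adjusted p under 0.05 and 18 did not. In Fig. 3D the paper lists C1qa among the raised genes. Here its log2 fold change of 0.40 between the mutant genotypes had an adjusted p of 0.41 from edgeR's quasi-likelihood test. C1qa passed the threshold in 1 of the 15 fits that left out a mouse. By quantitative PCR on other samples, all from male mice, the paper reports Srebf2 as raised in FUN025/FUN025 relative to FUN025/+ eyecups (Fig. 6A), and in the RNA-seq counts its log2 fold change of 0.16 had an adjusted p of 0.599. Ttc32, which Fig. 4B lists, had an FDR of 0.0203 with r of −0.86. Galnt9, which Table 2 lists as lower, did not pass the low-count filter.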

Other observations

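The tests on reads of near-identical genes, ribosomal RNA genes, covariates, choroid genes and reads carried over between libraries were chosen only after the result was seen. Explanations are given as hypotheses, since they were found and tested on the same data.

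Other divisions of the mice were fitted with only the genotypes compared. Of the splits that part as many same-numbered mice as the real one, 1 of 16 gave as many genes for FUN025/+ against WT and 1 of 16 for FUN025/FUN025 against WT, in each case the real one, and with 16 splits the share cannot go under 0.05. For FUN025/FUN025 against FUN025/+ it was 1 of 32. Of 100 splits drawn for each comparison, 1 of 100 gave as many genes, the real one, with 1965, 2272 and 98 genes, where the other splits gave at most 206, 80 and 48 genes. Of 100 assignments of allele numbers, only the real one gave 389 correlated genes, and the others gave 0 genes.

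For the differences of WT from both mutant genotypes, several technical explanations were tested. With every library thinned to 10903183 counts, 2357 and 2354 genes were called in FUN025/+ and FUN025/FUN025 eyecups against WT, and 83.0% and 81.8% of the genes called at full depth were among them, so depth alone does not account for most calls. Log2 fold changes were related to GC content across genes, with Spearman's rho of −0.28 and −0.26 against WT and 0.0093 between the mutant genotypes; the limit set for calling it a cause was 0.3. An offset for GC content, chosen after seeing the data, gave 1865 and 1979 genes, and 60.8% and 63.95% of the genes called without it were among them, so GC content may account for a part of the calls and not for all. Random lists matched on transcript length, GC content and expression fell as far as ribosome and respiratory chain genes in a share of 1e-04 in both comparisons, the smallest that 10000 lists can give. The share of sequence found in other genes had a Spearman's rho of 0.060 and 0.054 with the size of the test statistic. The log2 fold changes of the mutant genotypes had a correlation across genes of 0.565 to 0.619 when different WT mice were used for each, 2 in place of 4, and of 0.871 with the same WT mice. The shared WT mice may therefore account for a part of the correlation, and not for all of it. Genes within 10 Mb of Tmem135 were not over-represented in FUN025/FUN025 against WT, with 21 of 168 called (one-sided Fisher's exact test, p = 0.751). Of the genes listed as varying between mouse substrains, Nnt, Wdfy1 and Crb1 did not pass the threshold against WT in either genotype; for Wdfy1, the lowest of them, the adjusted p was 0.147 in FUN025/+ and 0.076 in FUN025/FUN025 eyecups. Entpd4 did not pass the low-count filter. Entpd4b, of the same list, was at 1.72 ± 0.341 CPM (SD, n = 4) in WT, 5.61 ± 4.97 CPM (SD, n = 6) in FUN025/+ (adjusted p = 0.0903) and 8.81 ± 5.59 CPM (SD, n = 5) in FUN025/FUN025 eyecups (adjusted p = 0.0301), with every mutant library above every WT library. A substrain difference is therefore not excluded.

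The levels of Xist and Ddx3y differ between the sexes. The smaller of these levels in a library, as a percent of the highest level of that gene in the 15 libraries, was 0.214% ± 0.119 (SD, n = 4) in WT, 0.925% ± 0.236 (SD, n = 6) in FUN025/+ and 0.883% ± 0.368 (SD, n = 5) in FUN025/FUN025 libraries (exact permutation test of mutant against WT, two-sided p = 0.0022). It was above the highest WT library in 10 of 11 mutant libraries, the exception being FUN025/FUN025 replicate 4 at 0.247%. This is consistent with more reads carried over between libraries sequenced together among the mutant libraries than among the WT libraries, and it may mark a separate sequencing of the WT libraries. No batch is labelled, and such a batch could not be told apart from the WT genotype. The comparison of FUN025/FUN025 with FUN025/+ does not use the WT libraries except for the estimate of spread.

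Sarcomere genes moved together inside genotypes with a mean correlation of 0.51 and phototransduction genes with 0.579, higher than in all 10000 matched lists. For phototransduction genes 4 mutant libraries lay at or above the lowest WT library, and for sarcomere genes 1 FUN025/+ library did. A different amount of muscle and neural retina left in the dissected eyecups is a candidate explanation for the lower phototransduction genes in both genotypes and the lower sarcomere genes in FUN025/+ eyecups. For sarcomere genes in FUN025/FUN025 eyecups every library was below every WT library, and carried-over muscle cannot be told apart from an effect of the mutation. Genes with any shared regulation would also move together. With these lists as covariates, fewer genes were called against WT. The median standard error rose by up to 1.96 times while the median log2 fold changes kept at least 0.972 of their size, so the loss of calls may come from covariates that follow the genotype.

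Xist was above Ddx3y in 2 WT, 3 FUN025/+ and 2 FUN025/FUN025 libraries. Supplemental Table 1 of the paper gives 2 female WT, 2 female FUN025/+ and 3 female FUN025/FUN025 mice, numbers that agree for WT and not for the mutant genotypes. The sex of each mouse is not labelled, and no group was formed from these values. Between the mutant genotypes, 2 of 598 genes on X and Y were called, which is no over-representation (one-sided Fisher's exact test, p = 0.823). In that comparison 0 of 168 genes within 10 Mb of Tmem135 were called, and with 0.53% of the other genes called this is too few to tell. Replicates 1 to 4 of WT had Xist at 2.45, 768, 3.50 and 669.8 CPM. Replicates 1 to 6 of FUN025/+ had 976, 921, 937, 11.3, 10.5 and 8.16 CPM, and replicates 1 to 5 of FUN025/FUN025 had 893, 9.01, 11.6, 921 and 9.98 CPM.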
